# High-fat diet and estrogen impacts the colon and its transcriptome in a sex-dependent manner

**DOI:** 10.1038/s41598-020-73166-1

**Published:** 2020-09-30

**Authors:** L. Hases, A. Archer, R. Indukuri, M. Birgersson, C. Savva, M. Korach-André, C. Williams

**Keywords:** Cell biology, Risk factors, Gastrointestinal diseases, Metabolism, Nutrition, Chronic inflammation

## Abstract

There is a strong association between obesity and colorectal cancer (CRC), especially in men, whereas estrogen protects against both the metabolic syndrome and CRC. Colon is the first organ to respond to high-fat diet (HFD), and estrogen receptor beta (ERβ) can attenuate CRC development. How estrogen impacts the colon under HFD and related sex differences has, however, not been investigated. To dissect this, mice were fed control diet or HFD for 13 weeks and administered receptor-selective estrogenic ligands for the last three weeks. We recorded impact on metabolism, colon crypt proliferation, macrophage infiltration, and the colon transcriptome. We found clear sex differences in the colon transcriptome and in the impact by HFD and estrogens, including on clock genes. ERα-selective activation reduced body weight and generated systemic effects, whereas ERβ-selective activation had local effects in the colon, attenuating HFD-induced macrophage infiltration and epithelial cell proliferation. We here demonstrate how HFD and estrogens modulate the colon microenvironment in a sex- and ER-specific manner.

## Introduction

Obesity represents a worldwide public-health issue and epidemiological studies highlight a strong association between body mass index (BMI) and risk of colorectal cancer (CRC)^1–4^. A high-fat diet (HFD) increases this risk, and the incidence of CRC is increasing among young adults due to altered life-style factors^5^, but exactly how is not clear. It is known that inflammatory bowel disease (IBD) increases the risk of CRC, and that both obesity and HFD induce a general low-grade inflammatory state^6,7^. The colon is the first organ to respond to HFD^8^, with reported increase of inflammation, PPARδ signaling, stem cell activity, and altered gut microbiota^9–16^, which may all contribute to initiation of CRC. Interestingly, while obesity is a risk factor for both sexes, this association appears stronger among men^17^. Men also have a higher incidence of CRC^18,19^. A role for sex hormones is supported by epidemiological studies (reviewed in^20^), and especially estrogen appears protective against CRC^21,22^. Numerous clinical studies have also indicated that estrogen protects against several aspects of obesity and the metabolic syndrome^23,24^, as well as impacts the immune system (reviewed in^25^).

The biological action of estrogen is mediated by three receptors, the nuclear receptors ERα (ESR1) and ERβ (ESR2), and the transmembrane G protein-coupled estrogen receptor 1 (GPER1). These receptors are expressed in both sexes, with a tissue-specific expression pattern. Both ERα and ERβ have been implicated to elicit anti-obesogenic effects^26–29^. Whereas ERα clearly improves the metabolic profile, the role of ERβ in this respect is controversial^30^. Most of the CRC protective effects, however, have been linked to ERβ. Although its mRNA expression in colon is low, treatment with ERβ-selective agonist, for example, resulted in anti-inflammatory and anti-tumorigenic effects in CRC mouse models^31–34^. Furthermore, loss of ERβ results in pro-inflammatory environment and increased tumor development in both APC ^Min/+^ and colitis-associated tumor mouse model^35,36^. Notably, intestinal-specific deletion of ERβ increased tumor development and strongly enhanced inflammatory signaling in the colon of both male and female mice^37^. In fact, inflammatory signaling itself was shown to enhance transactivation of ERβ^37^. It is therefore plausible that this ERβ mechanism could protect against HFD-induced colonic inflammation. We hypothesize that estrogenic signaling, through ERα (systemic effects by improving overall metabolism), ERβ, or both; can attenuate the effect of HFD in colon, with possible sex differences.

In order to test this, and to characterize the impact of estrogen signaling on the colon microenvironment under HFD, we performed a detailed analysis of mice of both sexes. In order to compare sex differences and to obtain data comparable to premenopausal women, where obesity is thought to increase the incidence of CRC, none of the female mice in this study were ovariectomized. Mice were fed either a control diet (CD) or a HFD for 13 weeks, and administered different estrogenic ligands for the last three weeks. Importantly, by analyzing corresponding effects on the full colon transcriptome, we generated an unbiased overview of alterations mediated by HFD and estrogens. We observed sex differences in the colon transcriptome and in its response to HFD. In particular, ERβ opposed the HFD impact on colonic inflammation, epithelial cell proliferation and regulation of circadian rhythmicity. Altogether, we present the novel finding that estrogen signaling is indeed partially protective against HFD-induced alterations of the colon microenvironment, in part directly through intestinal ERβ. These findings open up new insights into prevention of obesity-associated CRC.

## Results

### Sex impacts obesity, fat distribution and fasting glucose levels

The impact of sex and 13-week HFD were characterized according to standard metabolic and endocrinologic measurements, including weight gain, fat distribution, fasting glucose, insulin, and circulating estrogen levels. HFD-induced weight gain was significantly higher in males compared to females (Fig. 1B). Obese males further presented significantly increased blood glucose level (after 6-h fasting) and insulin level (2-h fasting), which was not observed in obese females (Fig. 1B). These results support previous observations that obese males are more susceptible to glucose intolerance and insulin resistance compared to females^38,39^. As also noted previously^39^, the fat distribution was sex-dependent. Males had more visceral white adipose tissue (VAT) and less subcutaneous white adipose tissue (SAT) in relation to total fat during both dietary conditions, compared to females (Supplementary Fig. 1A). As a consequence, males had a substantially lower SAT/VAT ratio (Fig. 1B). A low SAT/VAT ratio has been correlated to poor metabolic outcomes. As expected, female mice had significantly higher circulating estradiol levels compared to males during both CD and HFD (Fig. 1B). Circulating estradiol levels were not significantly impacted by obesity (Fig. 1B). This contradicts one previous study which found increasing circulating estradiol levels upon HFD^30^. However, obesity is primarily known to increase local levels of estrogen in adipose tissue, which express aromatase^40^. We did not measure local adipose tissue estradiol levels. Overall, these results and sex differences replicate previous findings.

**Figure 1:**
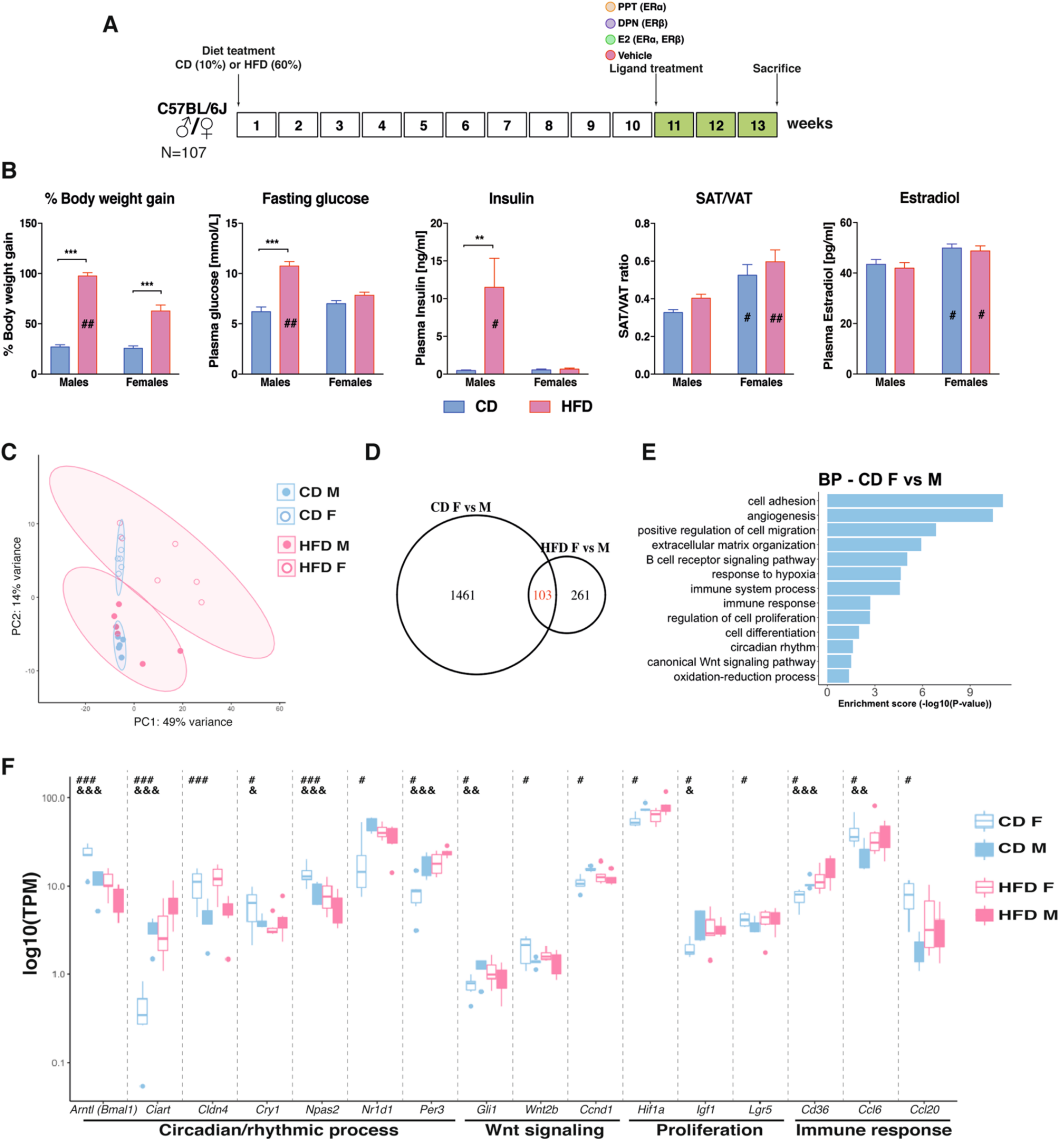
The male metabolic profile is more sensitive to HFD and the colon trancriptome exhibits sex differences independent of diet. (**A**) Experimental study design. Mice of both sexes were given CD or HFD for 13 weeks and injected with different estrogenic ligands or vehicle for the last 3 weeks prior to sacrifice. (**B**) Percentage of BW gain, fasting glucose level, insulin level, SAT/VAT ratio, and plasma estradiol levels. (**C**) Principal component analysis of RNA-seq samples for male (unfilled) and female (filled) mice fed a CD (blue) or HFD (red) (n = 5–6). (**D**) Venn diagram comparing differentially expressed genes in colon between male and female mice fed a CD or a HFD. Genes were considered as differentially expressed when *p* value < 0.05 and log_2_FC > |0.4|. (**E**) Biological process enrichment analysis based on genes differentially expressed between the sexes during CD. (**F**) Boxplot of TPM values of genes differentially expressed between sexes and/or dietary conditions. The results are presented as mean ± SEM. Two-way ANOVA followed by fisher's LSD test, *p < 0.05; **p < 0.01; ***p < 0.001. # indicate significant sex differences during CD, ## during HFD and ### during both dietary conditions; & indicate significantly difference between CD and HFD in females, && in males, and &&& in both sexes. Blue color indicates CD and pink HFD.

### The colon transcriptome exhibits clear sex differences

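Colon RNA was sequenced from 6 mice in each of 4 groups, females and males fed CD (10% of the energy from fat) or HFD (60%) for 13 weeks and injected with vehicle during the last 3 weeks. Ribosomal RNA was removed before the libraries were prepared. The authors mapped the paired-end reads to the mouse genome (GRCm38) with STAR, counted them on genes with featureCounts and deposited these counts without normalization. They also made TPM values with StringTie, which scale each gene by its length and each library to the same total. The counts on genes ranged from 9229178 to 12013850 (median 10681454) per CD female and from 10283312 to 14926918 (median 11753059) per CD male. They ranged from 10453115 to 12473865 (median 11718596) per HFD female and from 8667177 to 14283233 (median 11350446) per HFD male. Each comparison was fitted to the raw counts of the groups it compares with edgeR's quasi-likelihood test, after TMM normalization and edgeR's filter on genes with low counts. DEGs are given at the threshold of the paper, a p-value under 0.05 with a log2 fold change over 0.4 in either direction. The paper does not state whether this p-value was adjusted, and it was taken here as unadjusted. DEGs are given separately with the p-value adjusted by the Benjamini-Hochberg procedure over all genes tested. As a check of the sex of the animals, Xist averaged 129 ± 12.9 TPM (SD, n = 6) in CD females and 0.0607 ± 0.0346 TPM (SD, n = 6) in CD males, and 127 ± 20.0 TPM (SD, n = 6) in HFD females and 0.0442 ± 0.0303 TPM (SD, n = 6) in HFD males.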

To specifically study sex differences in the colon, we performed RNA-seq of colon tissue from males and females. 

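Over the 500 autosomal genes that varied most between the 12 CD libraries, sex accounted for 23.0% of the variance (pseudo-F 2.99, two-sided exact permutation test, p = 0.00866). Over the corresponding genes of the 12 HFD libraries, sex accounted for 16.4% (pseudo-F 1.96, exact permutation test, p = 0.152), which was within the spread between animals. Whether this separation differed between the diets was not tested. The pseudo-F moved most when all autosomal genes that passed the filter on low counts were used, to 2.27 on CD (exact permutation test, p = 0.0238) and 1.43 on HFD (exact permutation test, p = 0.154). In a PCA of the 24 CD and HFD libraries, PC1 held 55.0% and PC2 held 14.9% of the variance. Of 25 genes of stratified squamous epithelium, such as those of the keratins Krt5, Krt13 and Krt14, 18 were among the 100 genes with the largest loadings on PC1.

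**Figure D1:**
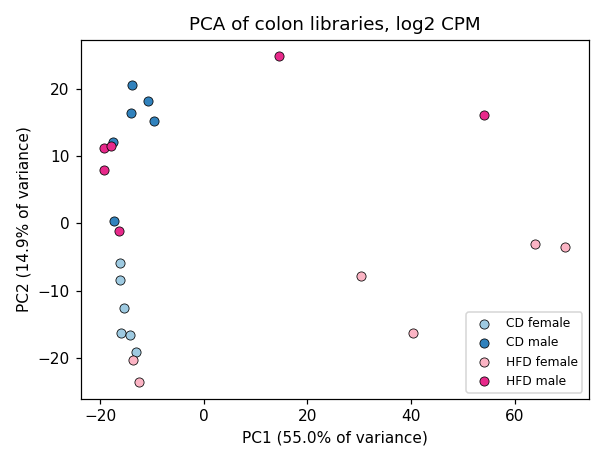
PCA of the 24 colon libraries on log2 CPM of the 500 most variable genes, with PC1 (55.0% of the variance) on the x axis and PC2 (14.9%) on the y axis. Each point is 1 mouse and its color gives the sex and the diet, and along PC1 the CD mice lie close together at the left while 6 HFD mice lie apart from them.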

As evident from the principal component analysis (PCA) plot, the colon transcriptomes exhibited clear sex differences, especially during CD (Fig. 1C). 

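Between CD females and CD males, 1366 of 14922 genes tested passed the paper's threshold, 439 higher and 927 lower in females. Unadjusted p-values under 0.05 were found for 2207 genes, whereas 746 would be expected by chance. With adjusted p-values, 409 DEGs remained, 100 higher and 309 lower in females, and 388 of them lay outside the X and Y chromosomes. The adjusted number was 648 without replicate 1, 233 without replicate 3, 269 without replicate 4 and 265 without replicate 5 of the CD males, and 264 without replicate 6 of the CD females. It was 204 with a score of smooth muscle genes and 42 with a score of B cell genes in the fit. With the smooth muscle score, 1170 genes were higher and 1041 lower in females at the paper's threshold, so that most were no longer lower. Of the alternatives, leaving out the filter on low counts moved the number at the paper's threshold most, to 2253, and DESeq2, the tool of the paper, gave 1745. Among autosomal genes, the largest decrease with counts in both sexes was that of C7, which encodes a complement component (ENSMUSG00000079105, chromosome 15, 4988762 to 5063773). It fell by 5.03 on the log2 scale in females (standard error 0.28, adjusted p = 1.61e-08 from edgeR), with 0.146 ± 0.232 TPM (SD, n = 6) in females and 15.0 ± 4.86 TPM (SD, n = 6) in males. Sult1e1, which encodes an estrogen sulfotransferase, had 0 counts in every CD female and between 15 and 84 counts in the CD males. Among autosomal genes that passed the adjusted threshold, averaged at least 1 TPM in either sex and did not overlap between the sexes in log2 CPM, the largest increases in females were those of Nfil3, Oaz3 and Tph1, with log2 fold changes of 1.64, 1.62 and 1.54 and adjusted p-values of 0.00383, 0.00536 and 0.00403.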

Gene expression analysis also identified 1564 significantly differentially expressed genes (DEG) between male and female colon under CD (Fig. 1D). While the CD colon transcriptome clustered tightly together, the HFD was more spread out (Fig. 1C). As a result, the sex difference under HFD was less distinct, but 364 DEGs were still revealed (Fig. 1D). 

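The distance of each library to the mean of the other libraries of its group, over the 500 most variable genes, averaged 43.3 ± 14.9 log2 units (SD) for the 12 HFD libraries and 21.7 ± 3.84 log2 units (SD) for the 12 CD libraries. The ratio of the averages was 2.00 (two-sided permutation test of the log distances within each sex, p = 7.03e-06). This ratio was 2.28 in females (exact permutation test, p = 0.00216) and 1.74 in males (exact permutation test, p = 0.00649). Each distance depends on the other animals of its group, so the permuted distances were not independent. The p-values of these tests of spread can therefore be too small. When all genes that passed the filter entered the distance, the pooled ratio was 1.24 (permutation test, p = 0.00185), and the ratio was 1.19 in females (exact permutation test, p = 0.0736) and 1.29 in males (exact permutation test, p = 0.0130). Without the squamous epithelium genes and the genes that followed them, the pooled one was 1.41 (permutation test, p = 0.000607), and the ratio was 1.49 in females (exact permutation test, p = 0.00216) and 1.33 in males (exact permutation test, p = 0.0844).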

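On HFD, 469 of 15179 genes tested passed the paper's threshold, 305 higher and 164 lower in females. The unadjusted p-value was under 0.05 for 773 genes, close to the 759 expected by chance. With adjusted p-values, 15 DEGs remained, of which 8 lay on the X or Y chromosome and 7 elsewhere. The number past the paper's threshold rose to 770 without replicate 2 of the HFD females and to 720 without replicate 6 of the HFD males. With a score of squamous epithelium genes in the fit, 235 genes were higher and 290 lower in females, so that most were then lower. Ly6c2, a surface antigen gene of myeloid cells, was higher in females (log2 fold change 2.60, standard error 0.35, adjusted p = 0.00210 from edgeR). Adamts5 fell by 0.74 on the log2 scale (adjusted p = 0.0283), but did not stay past the adjusted threshold in 8 of the 12 fits that each left out 1 library.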

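Of the immune response genes, Cd36 was lower in CD females, with 7.48 ± 1.70 TPM (SD, n = 6) against 12.0 ± 3.39 TPM (SD, n = 6) in CD males (log2 fold change -0.62, adjusted p = 0.0407 from edgeR). Ccl20 was higher in females (log2 fold change 1.33, adjusted p = 0.0734), and so was Ccl6 (0.69, adjusted p = 0.183), but neither passed the adjusted threshold. With a score of smooth muscle genes in the fit, the log2 fold change of Ccl6 was -0.028. Among the cell proliferation genes, Igf1 was lower in every female than in every male in log2 CPM (log2 fold change -0.69, standard error 0.13, adjusted p = 0.00810). Lgr5 was higher in females (log2 fold change 0.54, adjusted p = 0.0472) and Hif1a was lower (-0.44, adjusted p = 0.0584). Of the Wnt signaling genes, Ccnd1 was lower in females (log2 fold change -0.43, adjusted p = 0.0484) and Wnt2b was higher (0.52, adjusted p = 0.170). Gli1 did not pass the paper's threshold (log2 fold change -0.39, standard error 0.23, adjusted p = 0.486), and its log2 fold change was 0.44 with the smooth muscle score. When each of the 12 libraries was left out in turn, Cd36, Lgr5 and Ccnd1 lost their adjusted calls in 7, 10 and 9 of the fits. Without replicate 1 of the CD males, Ccl6 and Ccl20 passed the adjusted threshold (adjusted p = 0.0452 and 0.0111), as Ccl20 did without replicate 3 of the CD females (0.0355). Hif1a passed without replicate 5 of the CD females (adjusted p = 0.0271) and without replicate 6 of the CD males (adjusted p = 0.0367).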

For animals fed a CD, enrichment analysis for biological processes (BP) disclosed that the genes responsible for the sex differences were related to immune response (e.g. *Cd36, Ccl6* and *Ccl20*), cell proliferation (e.g. *Hif1a, Igf1* and *Lgr5*) and canonical Wnt signaling (e.g. *Ccnd1, Gli1* and *Wnt2b,* Fig. 1E,F). Although the mice had been sacrificed at the same time of the day, we found sex differences in expression of circadian genes, including the clock genes *Arntl (Bmal1), Npas2*, *Cry1, Per3,* and *Nr1d1/Rev-ErbA* (Fig. 1E,F). 

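Bmal1, which the count table lists as Arntl (ENSMUSG00000055116, chromosome 7, 113207465 to 113314122), averaged 22.9 ± 6.78 TPM (SD, n = 6) in CD females and 11.1 ± 3.85 TPM (SD, n = 6) in CD males. Its log2 fold change was 1.16 (standard error 0.25, adjusted p = 0.0254 from edgeR). Npas2 was also higher in females (log2 fold change 0.80, adjusted p = 0.0490), and both genes lost their adjusted calls in some of the 12 fits that each left out 1 library (5 for Bmal1 and 10 for Npas2). Cry1 (log2 fold change 0.73, adjusted p = 0.150), Per3 (-0.87, adjusted p = 0.0907) and Nr1d1 (-1.07, adjusted p = 0.301) passed the paper's threshold and not the adjusted one. All 3 passed the adjusted one without replicate 4 of the CD females, with adjusted p-values of 0.0179, 0.00557 and 0.0235, and the log2 fold change of Nr1d1 was then -1.66. For Nr1d1 the females spread widely, at 20.7 ± 17.3 TPM (SD, n = 6), against 48.8 ± 8.46 TPM (SD, n = 6) in males.

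**Figure D2:**
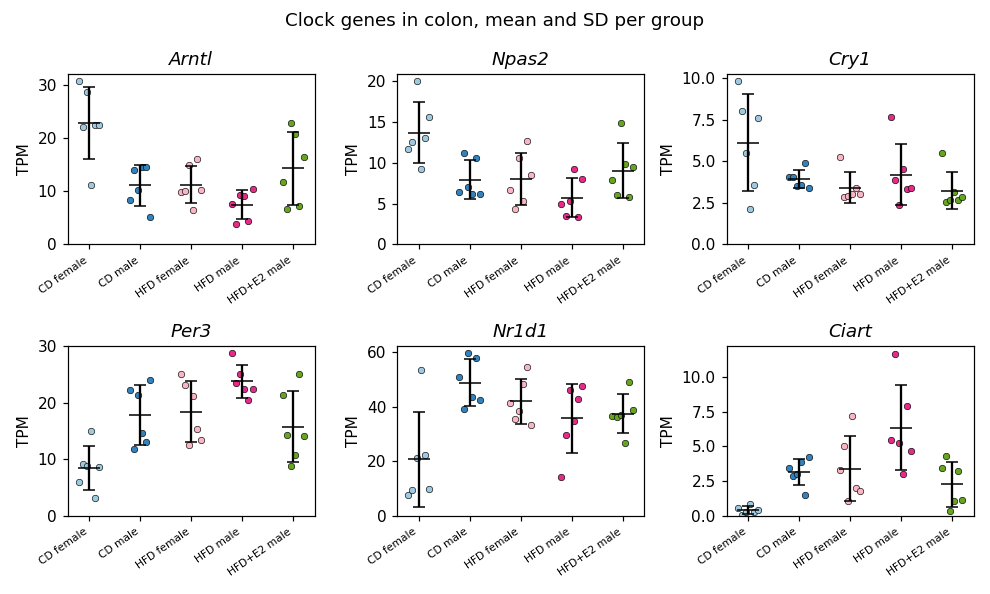
TPM values on the y axis of 6 clock genes in each mouse of the 5 groups on the x axis, with Bmal1 shown as Arntl. Points are single mice and the bars give the mean and SD of each group (n = 6), and the mean of Bmal1 is 22.9 TPM in CD females and 7.43 TPM in HFD males.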

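The comparisons of the sexes on CD and on HFD have no library in common. At the paper's threshold, 124 genes were DEGs in both, where 40.4 would be expected from the numbers of DEGs among the 14783 genes tested in both. They made up 26.4% of the DEGs on HFD, and 110 of them had the same direction on both diets. With adjusted p-values, 13 genes were shared.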

Over one fourth (28%) of the sex differences after HFD were also present under CD (Fig. 1D). The most overrepresented genes among these stable DEGs (103) belonged to the circadian/rhythmic pathway (e.g. *Bmal1, Ciart, Cldn4* and *Npas2,* Fig. 1F). Thus, we report for the first time that mice fed CD, which lacks phytoestrogens, display clear sex differences in the colon transcriptome.

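On HFD, Bmal1 was higher in females than in males by a log2 fold change of 0.73 (standard error 0.27, adjusted p = 0.872 from edgeR). Ciart was lower in females on CD (log2 fold change -2.61, standard error 0.32, adjusted p = 0.000415) and on HFD (-0.78, adjusted p = 0.872). Cldn4 was higher in females on CD (log2 fold change 1.43, adjusted p = 0.0363) and on HFD (1.24, adjusted p = 0.746), and its adjusted call on CD was lost in 8 of the 12 fits that each left out 1 library. Npas2 did not pass the paper's threshold on HFD (log2 fold change 0.66, standard error 0.34, adjusted p = 0.872), and was 0.39 without replicate 5 of the HFD females. On HFD, 0 of these 4 genes passed when adjusted over all genes tested, and 3 passed the paper's threshold. When adjusted over the list alone, 3 passed, which is not independent evidence because the study chose these genes on the same animals.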

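Of the 16 genes that the paper names for the difference between the sexes on CD, 15 passed its threshold. The adjusted threshold was passed by 8 over all genes tested and by 15 when adjusted over the list alone, although the study picked the list from these samples. All 16 changed in the direction that the paper gives. The paper draws its conclusion on CD from the separation in the PCA (Fig. 1C), the DEGs (Fig. 1D) and the functions of these genes (Fig. 1E,F).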

### HFD modulates the colon transcriptome differently in males and females

In order to explore how HFD impacted male and female colon, we compared the transcriptomes under HFD with corresponding expression under CD, for males and females separately. 

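In females, 553 of 15061 genes tested passed the paper's threshold between HFD and CD. Of the tested genes, 856 had an unadjusted p-value under 0.05, with 753 expected by chance. With adjusted p-values, 3 DEGs remained, namely Ly6c2, Ciart and Lifr. Ly6c2 rose from 1.86 ± 0.429 TPM (SD, n = 6) on CD to 9.15 ± 2.98 TPM (SD, n = 6) on HFD (log2 fold change 2.78, standard error 0.32, adjusted p = 0.00272 from edgeR). Lifr fell by 0.82 on the log2 scale (adjusted p = 0.0461), a call that was lost in 8 of the 12 fits that each left out 1 library. In males, 434 of 14991 genes tested passed the paper's threshold and 904 had an unadjusted p-value under 0.05, with 749.6 expected by chance. After adjustment, 0 remained in males (lowest adjusted p = 0.0843). The adjusted number in females was 11 without replicate 2 of the HFD females and 10 without replicate 4 of the CD females, and it was 1 without any one of replicates 1, 2, 3 and 6 of the CD females and replicates 1, 4 and 6 of the HFD females. In males, 706 genes passed the paper's threshold and 2 the adjusted one without replicate 1 of the CD males, and 1 passed the adjusted one without replicate 6 of the CD males or replicate 3 of the HFD males. The filter on low counts mattered most, since without it 1496 genes in females and 1056 in males passed the paper's threshold. DESeq2 gave 1018 and 603 genes at this threshold, and 209 and 25 with adjusted p-values.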

We identified 568 HFD-modulated DEGs in females and 631 in males (Fig. 2A). 

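Of the HFD-modulated DEGs in females, 444 were higher and 109 lower on HFD, so that 80.3% were upregulated. In males, 188 were higher and 246 lower, or 43.3% upregulated. The median log2 fold change of the upregulated genes was 0.73 in females and 0.58 in males, and 42 DEGs in females and 5 in males rose by more than 2 on the log2 scale. With a score of squamous epithelium genes in the fit, 337 genes in females passed the threshold and 51.6% of them were upregulated. In males, the upregulated share was 50.4% without replicate 1 and 34.0% without replicate 6 of the HFD males, and 53.7% with DESeq2.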

We noted that a larger proportion of genes was upregulated overall, but especially in females (85%, versus 51% in males), and that females exhibited stronger upregulation. 

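The comparisons of HFD with CD in females and in males have no library in common. At the paper's threshold, 66 genes responded in both sexes, where 15.0 would be expected from the numbers of DEGs. Of these, 50 changed in the same direction and 16 in opposite directions. With adjusted p-values, 0 genes were shared. Without the filter on low counts, 199 genes responded in both sexes.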

Most of the modified genes differed between the sexes, only 75 genes responded to HFD in both (Fig. 2B). Among these common genes were, again, those related to the circadian rhythm (*Bmal1, Ciart, Npas2* and *Per3,* Fig. 1F), oxidation–reduction process (*Alox15*), and inflammatory response (e.g. *Arg1* and *Anxa1,* Fig. 2A). Both sexes altered expression of genes with functions in cell adhesion, cell proliferation, angiogenesis, migration, and immune system (Fig. 2C and Supplementary Table 2), but different genes were altered in males and females. 

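Ciart rose with HFD in females (log2 fold change 2.67, standard error 0.39, adjusted p = 0.0332 from edgeR) and in males (0.84, adjusted p = 0.704), and its adjusted call in females was lost in 8 of the 12 fits that each left out 1 library. Alox15 was higher on HFD in females (log2 fold change 0.91, adjusted p = 0.843) and lower in males (-1.36, adjusted p = 0.295), while in females it was -0.26 with the squamous epithelium score in the fit. In males, Alox15 was 0.412 ± 0.208 TPM (SD, n = 6) on HFD and 1.67 ± 0.363 TPM (SD, n = 6) on CD, without overlap between the animals (exact permutation test, p = 0.00216). The difference between the sexes in the response of Alox15, 2.25 on the log2 scale, had an adjusted p of 0.319 in a test of the interaction, and it passed the paper's threshold but not the adjusted one. Anxa1 passed the paper's threshold in females (log2 fold change 0.93, adjusted p = 0.651) and not in males (0.46, adjusted p = 0.831), and the interaction of 0.46 (adjusted p = 0.848) did not show a difference. Without replicate 2 of the HFD males, its log2 fold change in males was 0.12, and with the squamous epithelium score it was 0.022 in females and 0.087 in males. Arg1 had too few counts in most libraries to pass the filter on low counts in either sex. Its counts ranged from 2 to 1079 in HFD females, from 1 to 552 in HFD males, and up to 12 in CD females and 38 in CD males. In females, Arg1 averaged 35.3 ± 38.5 TPM (SD, n = 6) on HFD and 0.212 ± 0.269 TPM (SD, n = 6) on CD (exact permutation test, p = 0.0390). In males, it averaged 11.5 ± 21.2 TPM (SD, n = 6) on HFD and 0.486 ± 0.967 TPM (SD, n = 6) on CD, a difference within the spread between animals (exact permutation test, p = 0.331).

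**Figure D3:**
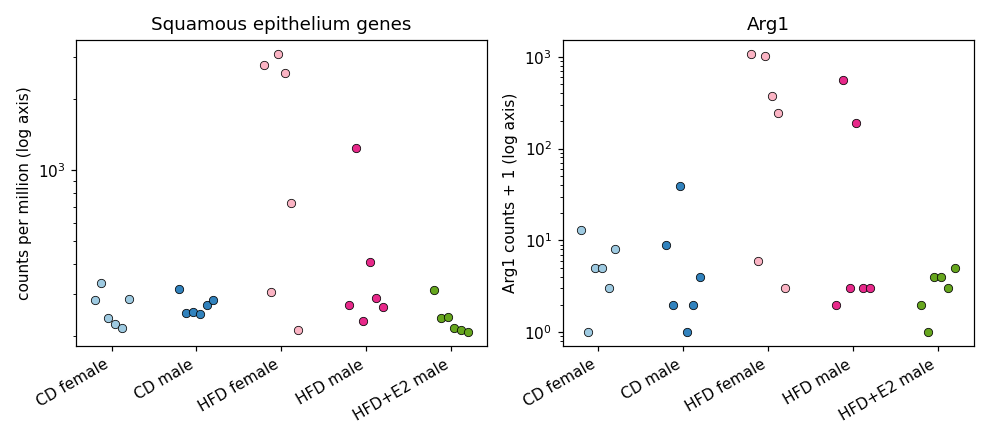
CPM summed over 25 genes of squamous epithelium (left) and counts of Arg1 plus 1 (right) in each mouse, on log axes, by group on the x axis. Each point is 1 mouse, and the 6 HFD mice with the most Arg1 counts, from 1079 down to 187, are also the 6 with the most squamous epithelium counts.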

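Supplementary Table 2 lists the HFD-regulated genes that the enrichment analysis assigned to each biological process. It holds 119 different genes for males, of which 110 could be tested and 46 passed the paper's threshold in edgeR's test. For females it holds 125, of which 97 could be tested and 91 passed. DESeq2 called 53 of the genes for males and 118 of those for females at that threshold. With the squamous epithelium score in edgeR's fit, 40 of the genes for males and 11 of those for females passed. With adjusted p-values, 0 and 1 passed in edgeR's test without this score, and 2 and 30 with DESeq2.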

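In males, Stk11 was lower on HFD, with 15.2 ± 3.47 TPM (SD, n = 6) against 20.1 ± 3.44 TPM (SD, n = 6) on CD (log2 fold change -0.43, standard error 0.18, adjusted p = 0.820 from edgeR). Wee1 was higher (log2 fold change 0.53, adjusted p = 0.704) and Actn4 was lower (-0.41, adjusted p = 0.802), whereas Sod3 (-0.44, adjusted p = 0.826) did not pass the paper's threshold. In females, Nr4a1 was lower on HFD (log2 fold change -1.19, adjusted p = 0.785), with a wide spread on CD of 4.10 ± 3.92 TPM (SD, n = 6) and a log2 fold change of -0.74 without replicate 2 of the CD females. Cxcl5 was higher (log2 fold change 3.09, standard error 1.00, adjusted p = 0.563) on at most 128 counts per HFD library, and its log2 fold change was -0.67 with the squamous epithelium score in the fit. Igf1 was higher as well (log2 fold change 0.66, adjusted p = 0.500), and Sox9 (-0.39, adjusted p = 0.533) was under the fold change minimum. Of the genes that the paper names for HFD, 14 of 18 in males and 10 of 12 in females passed its threshold. The adjusted threshold over all genes was passed by 0 and 1, and by 12 and 10 when adjusted over the list alone, which the study had chosen on these animals.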

Regulated genes involved in cell cycle (e.g. *Stk11* and *Wee1*), hypoxia (e.g. *Actn4* and *Sod3*) and glucose homeostasis (e.g. *Stk11*) were particularly enriched in males, whereas regulation of apoptosis (e.g. *Nr4a1*), inflammatory response (e.g. *Cxcl5*), MAPK cascade (e.g. *Igf1*) and Wnt signaling (e.g. *Sox9*) were enriched in females (Fig. 2A,C and Supplementary Table 2). Thus, while both sexes presented alterations within similar biological functions, including the immune system and cell adhesion, other changes appeared tied to sex, such as more pronounced changes of cell cycle and hypoxia in males, and of the lipid metabolism, steroid hormone and Wnt signaling in females. 

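Lists of marker genes of cell types and pathways were tested as sets with limma's camera. In males, 8 of 20 lists changed with HFD at an adjusted p under 0.05, and 1 of these, of crypt stem cell genes (median log2 fold change -0.27, adjusted p = 0.00569), held under limma's fry. In females, 12 of 22 lists changed and 2 held under fry, the clock gene lists. Hypoxia genes were higher on HFD in males (median 0.19, 8 of 11 genes, adjusted p = 0.00418 from camera and 0.183 from fry), but in females their median was -0.054 (adjusted p = 0.444 from camera). Wnt target genes were lower in males (median -0.37, 11 of 12 genes, adjusted p = 0.000408 from camera and 0.123 from fry), and in females their median was -0.054 (adjusted p = 0.179 from camera). Whether these lists responded differently in the sexes was not tested.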

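Whether the response to HFD differed between the sexes was tested with the sex by diet interaction over the 24 CD and HFD libraries. Of 15800 genes tested, 818 had an unadjusted p-value under 0.05 and responses that differed by more than 0.4 on the log2 scale, 586 with the higher response in females and 232 in males. Unadjusted p-values alone were under 0.05 for 1066 genes, with 790 expected by chance. With adjusted p-values, 0 genes passed (lowest adjusted p = 0.104 from edgeR). Without replicate 2 of the HFD females, 1418 genes passed the unadjusted threshold and 1 passed the adjusted one. The adjusted number was also 1 without replicate 4 of the CD females and 1 without replicate 1 of the CD males, and without the filter on low counts 1543 genes passed the unadjusted threshold. The paper reasons from the small number of genes shared by the sexes (Fig. 2B) and from the functions of the DEGs in each sex (Fig. 2C).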

All together our data demonstrate, for the first time, that sex impacts the gene expression response to HFD in colon.

**Figure 2:**
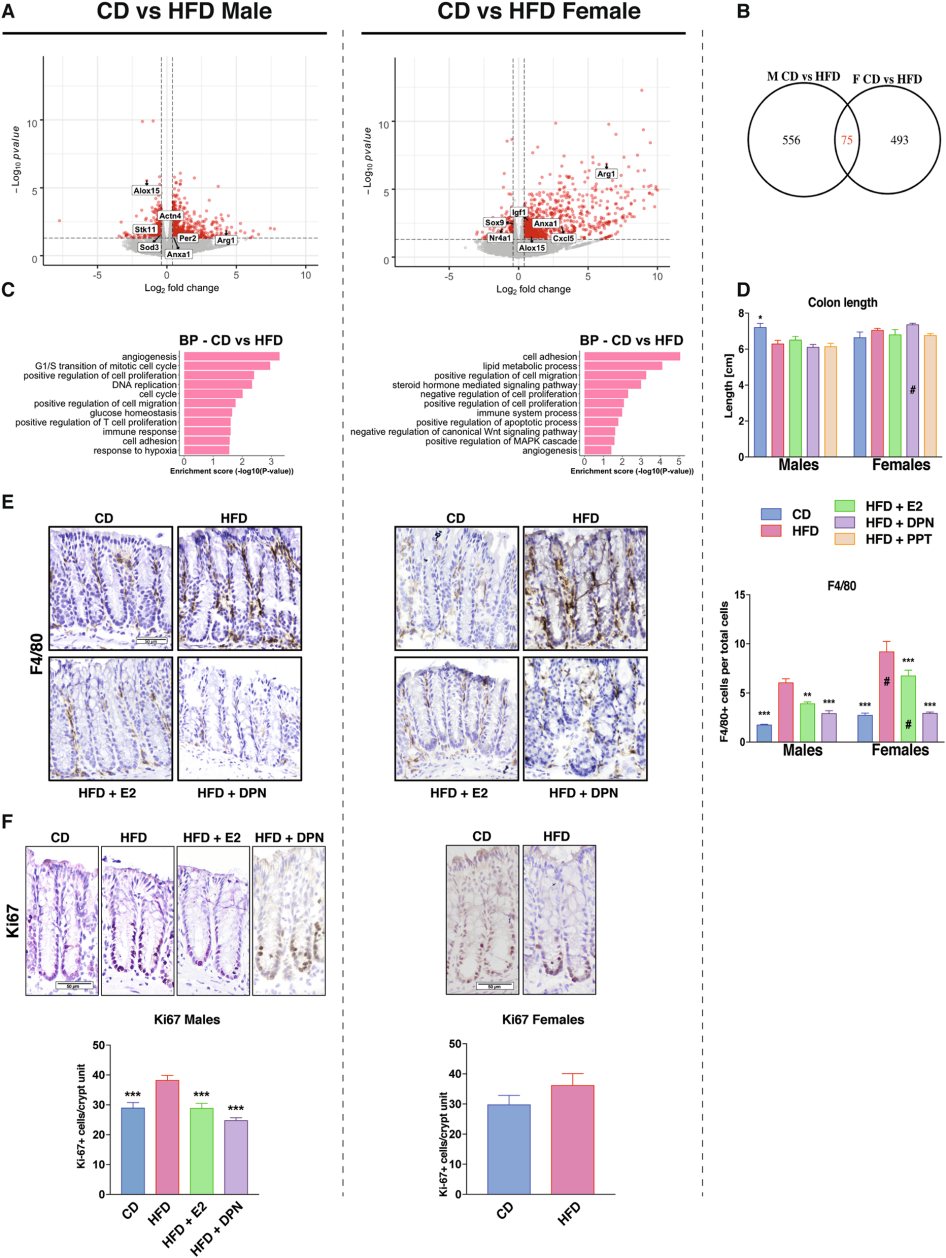
The colon transcriptome responds to HFD in a sex-dependent manner. (**A**) Volcano plots show HFD-regulated genes in males (left) and females (right). Genes were considered differentially expressed when *p* < 0.05 and log_2_FC > |0.4|, indicated in red. (**B**) Venn diagram comparing differentially expressed genes in colon between CD and HFD in male and female mice. (**C**) Biological process enrichment analysis of HFD-regulated genes, separated by sex. (**D**) Colon length measured in cm. (**E**) Macrophage infiltration measured by F4/80^+^ IHC and quantified by stained cells per total cells ratio. (**F**) Intestinal epithelial cell proliferation measured with Ki67 IHC and quantified by number of positive cells per crypt unit. n = 5–15 per group. Results are presented as mean ± SEM. One-way and two-way ANOVA with uncorrected Fisher’s LSD test. *Indicate significant differences compared to HFD + vehicle, *p < 0.05; **p < 0.01; ***p < 0.001. ^#^Indicate sex differences.

### HFD increases colon epithelial inflammation and proliferation in males

The above colon transcriptome analysis indicated that the immune system was impacted by HFD and that, especially in males, the cell cycle and hypoxia were modulated. A shortened colon is indicative of colonic inflammation, and we found that males but not females fed an HFD presented a significantly shorter colon (Fig. 2D). Next, we explored markers for macrophages in histological sections using immunohistochemistry (IHC). We found that mice of both sexes exhibited a significantly increased F4/80^+^ macrophage infiltration when fed HFD, but females had a stronger infiltration than males (Fig. 2E). Males on the other hand, presented significantly increased proliferation of crypt cells after HFD, which females did not (Fig. 2F). This reveals that HFD results in clear sex-dependent functional defects in the colon, in accordance with the above noted transcriptional differences.

### Estrogen improves the metabolic profile of obese males via ERα

Several studies have shown that estradiol (E2) improves the metabolic profile of HFD-fed rodents of both sexes^41,42^. Further, knockout of ERα results in obese mice^26^. In our study, neither E2 nor ERα-selective ligand PPT treatment for the last 3 weeks (Fig. 1A) affected the body weight (BW)-gain in females compared to vehicle treatment (Supplementary Fig. 1C,D). However, male mice showed a dose-dependent BW loss during E2 treatment, with up to 5% weight reduction (0.5 mg/kg BW, Fig. 3A and Supplementary Fig. 1C). This was accompanied by a significant reduction of total fat and decreased blood glucose level upon fasting, not seen in females (Fig. 3A and Supplementary Fig. 1D). These effects were also evident with the selective ERα ligand PPT (Fig. 3A). Thus, our experimental set-up confirms that exogenous E2 via ERα impacts obesity, fasting glucose, total fat and VAT ratios in males.

**Figure 3:**
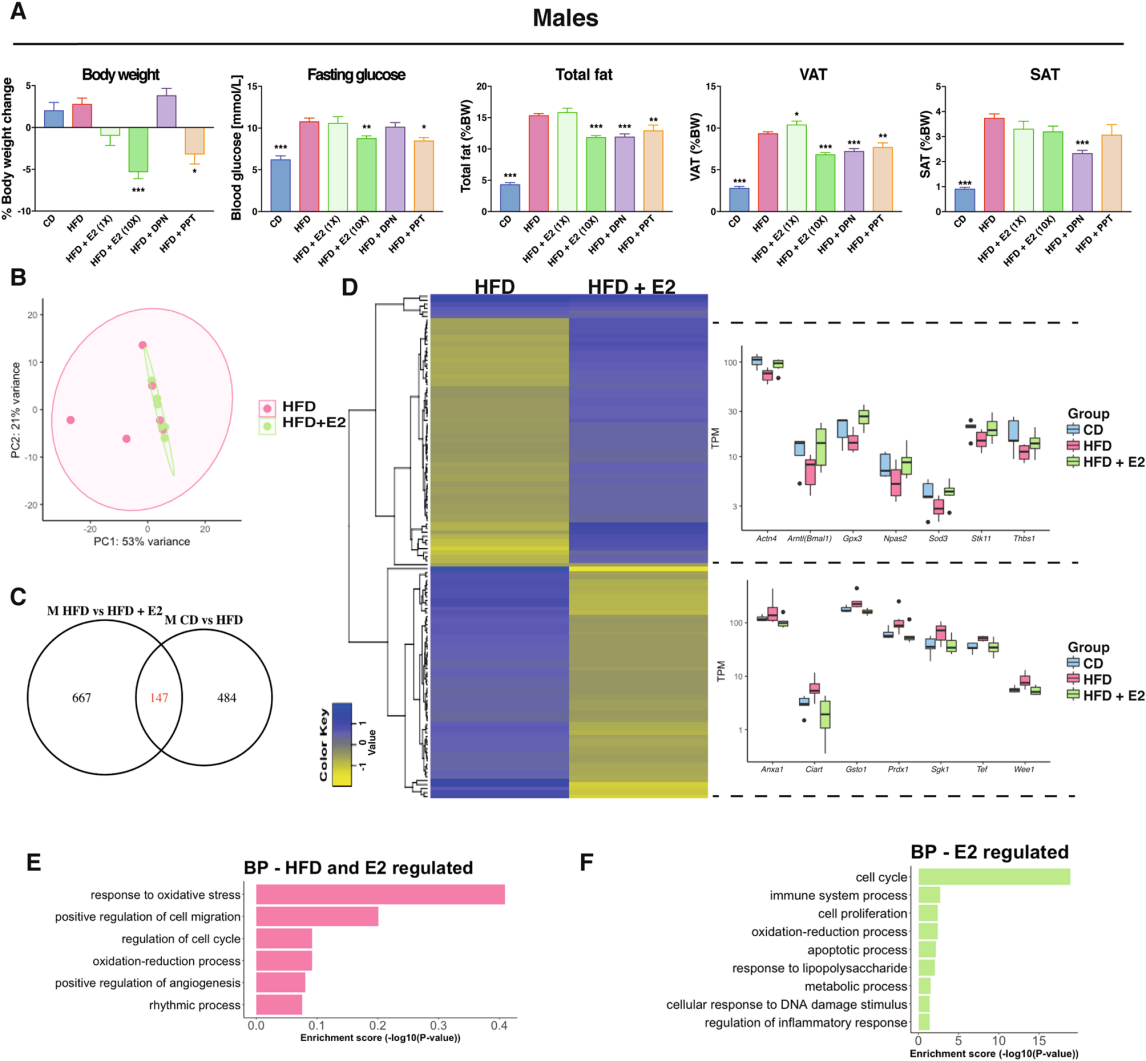
Estrogen treatment impacts the metabolic profile and colon gene expression in males. (**A**) BW change during treatment, fasting glucose level, total fat mass (reported to BW), VAT, and SAT (reported to BW) for males on a CD, HFD, and HFD treated with E2, DPN and PPT. (**B**) PCA of RNA-seq data for males fed a HFD with and without E2 treatment. (**C**) Venn diagram comparing HFD-regulated genes in males with E2-regulated genes in males under a HFD. (**D**) Heatmap of the homogenously regulated common genes (regulated by both HFD and E2 under HFD) and boxplots of TPM values of some genes. Biological process enrichment analysis of the (**E**) HFD-induced genes opposed by estrogen signaling and (**F**) estrogen-regulated genes under HFD feeding (n = 5–15 per group). Results are presented as mean ± SEM. One-way ANOVA with uncorrected Fisher’s LSD test. * Indicate significant differences compared to HFD + vehicle, *p < 0.05; **p < 0.01; ***p < 0.001.

### Estrogen impacts the obese colon transcriptome

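Colon RNA of 6 males on HFD that received 9 injections of E2 at 0.5 mg/kg during the last 3 weeks was sequenced and counted like that of the vehicle-treated mice. The counts on genes ranged from 9064697 to 17243712 (median 11692632) per library. These libraries were compared with those of the 6 vehicle-treated HFD males, which also enter the comparison of HFD with CD in males. A gene that is high by chance in the vehicle-treated animals rises in the comparison of HFD with CD and falls in the comparison of E2 with vehicle, so the overlap of these comparisons was set against simulated groups without any change.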

Next, we wanted to determine if E2 treatment impacted the colon, and specifically if it could modulate the HFD-induced colon inflammation signature. We focused on males, who had exhibited a shortening of the colon upon HFD and had shown a significant E2-mediated impact on their metabolic profile. 

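The distance of each library to the mean of the others in its group averaged 23.6 ± 1.56 log2 units (SD, n = 6) with E2 and 39.7 ± 15.7 log2 units (SD, n = 6) with vehicle, over the most variable genes. The ratio was 0.593 (two-sided exact permutation test, p = 0.00216). Here too the distances within a group were not independent, so this p-value can be too small. Replicate 2 of the vehicle-treated males lay farthest from its group, at 71.0 log2 units. With all genes that passed the filter, the ratio was 0.929 (exact permutation test, p = 0.437). It was 0.953 (exact permutation test, p = 0.606) without the squamous epithelium genes and the genes that followed them, so that the difference in spread did not hold under these settings. PC1 held 53.0% of the variance between the 12 libraries, with 17 of the squamous epithelium genes among its 100 largest loadings.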

The RNA-seq data, visualized in a PCA plot, showed that estrogen-treated HFD-fed male colon clustered tighter together compared to vehicle treated (Fig. 3B), just as CD samples did (Fig. 1C). We found that E2 treatment modified the expression of 814 genes in distal colon. Among these E2-regulated genes, we noted enrichment of cell cycle and cell proliferation (e.g. *Cdk1*, *Melk*, *Mki67*), and immune system process (e.g. *Alcam*, *Irf7* and *Bcl6*) pathways (Fig. 3F). Of these, 147 genes were also impacted by HFD (compared to CD), nearly all (97%) in the opposite direction (Fig. 3C,D). 

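Between E2 and vehicle, 881 of 15010 genes tested passed the paper's threshold, 395 higher and 486 lower with E2. The number with an unadjusted p-value under 0.05 was 1535, and 751 would be expected by chance. With adjusted p-values, 1 gene passed, Spon1 (ENSMUSG00000038156, chromosome 7, 113765998 to 114043370), which encodes an extracellular matrix protein. Spon1 rose by a log2 fold change of 1.28 (standard error 0.15, adjusted p = 0.00242 from edgeR), with 3.91 ± 0.704 TPM (SD, n = 6) with E2 and 1.96 ± 0.479 TPM (SD, n = 6) with vehicle, and each E2-treated animal had more than every vehicle-treated animal. At the paper's threshold, 1497 genes passed without replicate 1 of the E2-treated males, 1391 without replicate 5 and 557 without replicate 2 of the vehicle-treated males, and with adjusted p-values 2 passed without replicate 6 of the vehicle-treated males. The number moved most, to 1805, without the filter on low counts, and DESeq2 gave 1184, with 48 after adjustment.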

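Cdk1, Melk and Mki67 were lower with E2. Melk changed most, with 2.96 ± 0.918 TPM (SD, n = 6) against 6.63 ± 2.32 TPM (SD, n = 6) with vehicle (log2 fold change -0.87, standard error 0.21, adjusted p = 0.389 from edgeR). The log2 fold change was -0.72 for Cdk1 (adjusted p = 0.461) and -0.57 for Mki67 (adjusted p = 0.461), and for Cdk1 it was -0.42 without replicate 2 of the vehicle-treated males. Of the immune system genes, Alcam was lower with E2 (log2 fold change -0.46, adjusted p = 0.431), while Irf7 (0.41, adjusted p = 0.476) and Bcl6 (0.42, adjusted p = 0.461) were higher. These genes passed the paper's threshold but not the adjusted one.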

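At the paper's threshold, 92 genes changed both with HFD and with E2 in males, and 88 of them (95.7%) changed in opposite directions. With adjusted p-values, 0 genes were shared. Because the vehicle-treated animals enter both comparisons, 3 groups without any change were simulated 50 times. The simulated groups gave a median of 72 shared genes (55 to 89), and a median of 100% of these changed in opposite directions. They had fewer DEGs than the real groups, with medians of 404 and 405, so the numbers of shared genes are not directly comparable. Divided by the number expected from the numbers of DEGs, the overlap was 3.72 in the real groups, against a simulated median of 6.98. This ratio tends to fall as the numbers of DEGs grow, so it is not directly comparable either. When the labels of the 18 male libraries were permuted 50 times, 8 permutations gave at least as many shared genes as the real groups and 48 gave at least as high a share in opposite directions. The number of shared genes was 189 without replicate 5 and 60 without replicate 2 of the vehicle-treated males, with 98.4% and 85% in opposite directions. It was 147 without replicate 4 and 175 without replicate 6 of the vehicle-treated males, and 140 without replicate 1 of the CD males. DESeq2 gave 145 shared genes, with 97.2% in opposite directions, and without the filter on low counts there were 265. The paper concludes that estrogen opposes a part of the changes in expression brought about by HFD. It draws on the genes that changed with HFD and in the opposite direction with E2. It also reports support from qPCR, which was not analysed here.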

BP enrichment analysis revealed that genes regulated by both HFD and E2 were involved in cell cycle and rhythmic processes (Fig. 3E). Two homogenous (regulated similarly in at least three animals from each group) clusters of DEG appeared, illustrated by a heatmap in Fig. 3D. 

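At the paper's threshold, 47 genes were lower on HFD and higher with E2 in males. The number was 125, 119 and 85 without replicate 5, 6 or 4 of the vehicle-treated males and 72 without replicate 1 of the CD males, and it was 26 and 27 without replicate 2 or 1 of the vehicle-treated males and 29 without replicate 2 of the CD males. Among Actn4, Bmal1, Gpx3, Npas2, Sod3, Stk11 and Thbs1, the change of Gpx3 with E2 had the lowest adjusted p, with 26.6 ± 6.62 TPM (SD, n = 6) with E2 and 14.7 ± 3.74 TPM (SD, n = 6) with vehicle (log2 fold change 1.03, standard error 0.24, adjusted p = 0.389 from edgeR). The log2 fold change with E2 was 1.14 for Bmal1, 0.86 for Npas2, 0.72 for Sod3, 0.51 for Thbs1, 0.48 for Stk11 and 0.45 for Actn4. On HFD, Thbs1 was lower (log2 fold change -0.79, adjusted p = 0.704), while Gpx3 (-0.39, adjusted p = 0.832) and Sod3 did not pass the paper's threshold.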

One cluster (61 genes) was downregulated by HFD and then upregulated by E2, such as *Actn4, Bmal1*, *Gpx3, Npas2*, *Sod3, Stk11* and *Thbs1* (Fig. 3D, upper right). 

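In the other direction, 41 genes were higher on HFD and lower with E2 at the paper's threshold. The number was 64 without replicate 1 of the CD males, 25 without replicate 2 of the vehicle-treated males and 27 without replicate 4 and 27 without replicate 6 of the E2-treated males. Which direction held more genes depended on the setting. With the replicate number as a block, 98 genes were lower on HFD and higher with E2 and 42 changed in the other direction. With the squamous epithelium score as a covariate there were 28 and 25. DESeq2 gave 55 genes lower on HFD and higher with E2 and 86 in the other direction, and without the filter on low counts there were 101 and 158. With the smooth muscle score as a covariate there were 12 and 20. The numbers were 27 and 34 without replicate 1 and 55 and 57 without replicate 3 of the vehicle-treated males, and 29 and 29 without replicate 2 and 34 and 37 without replicate 5 of the CD males. Tef was higher in each HFD male than in every CD male (51.0 ± 5.36 TPM (SD, n = 6) against 36.7 ± 7.32 TPM (SD, n = 6), log2 fold change 0.57, adjusted p = 0.390 from edgeR) and lower with E2 (-0.47, adjusted p = 0.461). Gsto1 was lower in each E2-treated male than in every vehicle-treated male (log2 fold change -0.52, adjusted p = 0.455) and higher on HFD (0.45, adjusted p = 0.799). The log2 fold change with E2 was -1.11 for Ciart, -0.72 for Sgk1, -0.68 for Prdx1 and -0.51 for Wee1. On HFD it was 0.77 for Sgk1 and 0.41 for Prdx1. Anxa1 did not pass the paper's threshold with E2 (log2 fold change -0.58, adjusted p = 0.506). Without replicate 2 of the vehicle-treated males, the log2 fold change with E2 was -0.30 for Gsto1 and -0.23 for Anxa1, and on HFD it was 0.24 for Gsto1 and 0.27 for Prdx1, all under the fold change minimum. Of the 20 genes that the paper names for E2, 19 passed its threshold and 0 passed when adjusted over all genes tested, with adjusted p-values from 0.389 to 0.506. When adjusted over the list alone, 19 passed, which is not independent evidence because the list was chosen on these libraries.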

The second cluster included 58 genes that were upregulated by HFD and downregulated by E2, and comprised genes such as *Anxa1*, *Ciart*, *Gsto1*, *Prdx1*, *Sgk1, Tef* and *Wee1* (Fig. 3D, lower right). qPCR supported these regulations. This demonstrates that both sex and estrogen have a substantial impact on the colon transcriptome, that estrogen may have a strong effect on proliferation and clearly opposes a fraction of the HFD-induced expression.

### Estrogen reduces immune cell recruitment and proliferation of the HFD colon

Since we noted that E2 treatment could attenuate signs of inflammation and proliferation at the gene expression level, we investigated whether E2 impacted the length of colon, infiltration of macrophages, or proliferation. E2 did not significantly impact the colon length but did reduce F4/80^+^ macrophage infiltration in both sexes (Fig. 2D,E). We also noted a significant reduction of positive Ki67-stained cells upon E2 treatment of HFD males (Fig. 2F). These data clearly demonstrate that E2 impacts the colon, both in terms of immune cell recruitment and colonic epithelial cell proliferation.

### ERβ-selective agonist impacts fat distribution and reduces colonic macrophages infiltration and cell proliferation

To investigate ERβ-mediated effects, we included treatment with a ligand selective for ERβ (DPN, Fig. 1A). DPN treatment did not result in weight reduction, in accordance with data assigning this phenotype to ERα. On the contrary, DPN-treated males and females exhibited a non-significant trend of increased weight gain, which was accompanied by a significant increase of fasting blood glucose levels in females but not males (Fig. 3A and Supplementary Fig. 1D). This also demonstrates that the ligands in the concentrations used in this set up retained receptor selectivity. Although the effects by DPN on weight were not significant in males, we noted clear reductions of total fat and VAT by DPN treatment, in a scale similar or higher than what was achieved with PPT treatment (Fig. 3A). Further, a reduction in SAT was specific for ERβ ligand activation (Fig. 3A). We did not see these effects in females where, on the contrary, VAT was increased by DPN (Supplementary Fig. 1D). This suggests that while obesity and HFD-induced BW can be decreased only through ERα, ERβ activation appears to modify the ratio of total fat, VAT, and SAT in males, and increase fasting glucose and VAT in females. Furthermore, estrogen through ERβ (E2 and DPN) opposed the HFD-induced Ki67 proliferation in males (Fig. 2F). The increased F4/80^+^ macrophage infiltration upon HFD was also significantly reduced by estrogen through ERβ (E2 and DPN) in both sexes (Fig. 2E). Our data thus establish that while an improved metabolic profile is mediated via ERα, ERβ impacts the colon by attenuating HFD-induced colonic proliferation in males and macrophage infiltration in both sexes.

### ERβ regulates gene expression in the colon

As shown above, E2 treatment opposed a set of HFD-induced colonic gene expression in males. This could be an indirect consequence of systemic effects (e.g. ERα improving the overall metabolism) or direct local effects through ERs expressed in the colon. We have previously shown that ERβ is expressed in intestinal epithelial at low levels, whereas there is not sufficient support that ERα is expressed in the colon^43^. While we did not sequence the colon transcriptome of DPN-treated mice, we evaluated the E2-mediated response of ERβ-target genes (as predicted from our ERβ chromatin immunoprecipitation (ChIP)-seq data from human CRC cell lines, with transduced ERβ, GSE149979) in the male colon transcriptome. This resulted in identification of 23 genes, which were regulated by both HFD and E2, and also have cis-chromatin ERβ-binding sites (Fig. 4A). These included the cell cycle genes *Stk11* and *Wee1* and the inflammatory related gene *Anxa1* among others (Fig. 4B). Moreover, we compared the female-only HFD-regulated genes (potential female endogenous E2 regulation). This comprised of 287 genes of which 45 had ERβ-binding sites, including the orphan nuclear receptor *Nr4a1 (Nur77,* Fig. 4A,B). qPCR analysis of colon tissue corroborated the HFD-induced upregulation of *Anxa1* gene expression and that this was indeed attenuated by both E2 and DPN (ERβ) but not by PPT in females, whereas it was not affected in males (Fig. 4C). 

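Of the genes past the paper's threshold for HFD in females, 487 did not pass it in males, and 299 of these also differed between the sexes, 223 on CD and 91 on HFD. Without replicate 2 of the HFD females, 749 did not pass it in males, and 463 of these also differed between the sexes. Comparisons that have a group in common share genes even when nothing changes. The DEGs for HFD in females and for sex on CD shared 253 genes, against a median of 66 (53 to 87) in simulated groups without any change. For HFD in females and sex on HFD, 106 genes were shared, against a median of 72 (51 to 91). The simulated groups had fewer DEGs than the real ones, so the numbers of shared genes are not directly comparable. Their medians were 367 and 358 DEGs for the first pair of comparisons and 418 and 421 for the second. Divided by the number expected from the numbers of DEGs, the overlap of the first pair was 5.45, against a simulated median of 7.89. For the second pair it was 6.50, against 6.54. This measure tends to fall as the numbers of DEGs grow, so it does not remove the difference between real and simulated groups. With permuted labels of the male libraries, it was 22.7 with 209 and 158 DEGs and 3.09 with 654 and 836. Those permutations also gave from 11 to 650 shared genes, where the simulated male groups gave 55 to 89. Whether these overlaps exceed those of groups without any change is therefore not settled.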

Further, the HFD-induction of the M2 macrophage marker *Arg1* was also stronger in females, and this was blocked by both ERα and ERβ activation (Fig. 4C). In addition, we have previously shown that ERβ can cross-talk with and regulate NFκB signaling in both human colon cell lines and mouse in vivo colon (ERβ-intestinal knockout mice)^37^. In line with this, we here observed that HFD-induced expression of several NFκB target genes (*Cxcl5, Nos2)* in females, which were blocked by both ERβ (DPN) and ERα (PPT). Our data suggest that systemic activation of ERα improves the overall metabolism, which helps oppose obesity-mediated colon dysfunction. ERβ, on the other hand, appears to locally downregulate proliferation and inflammatory genes (*Cxcl5* and *Nos2*) in the colon. This data provides evidence that E2 through systemic and local effects via ERα and ERβ can partially attenuate inflammatory effects in the colon.

**Figure 4:**
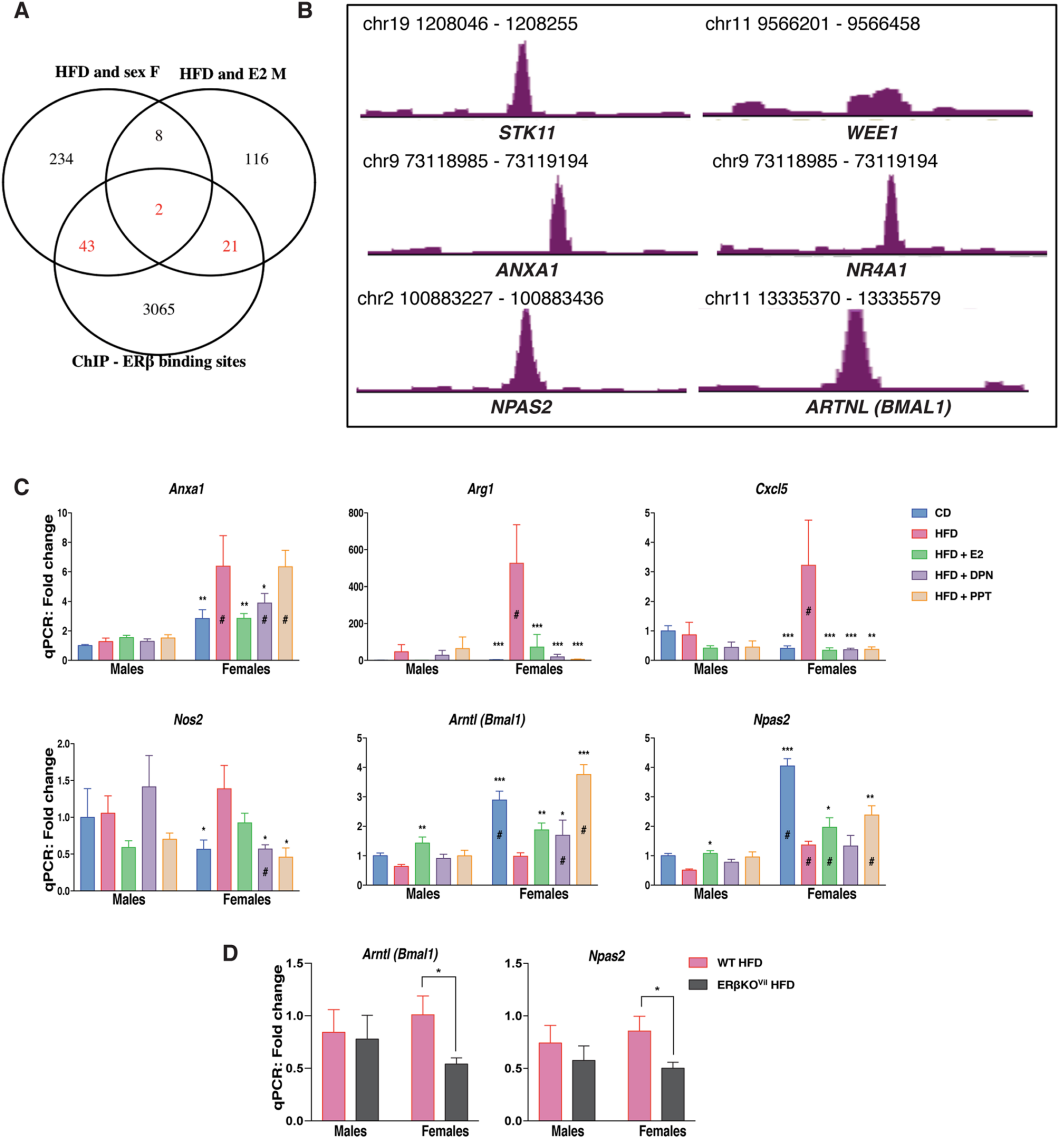
Estrogen through both ERα and ERβ can modulate the expression of specific sets of genes under HFD in both sexes. (**A**) Venn diagram of the E2-regulated genes under HFD in males and the HFD and sex regulated genes in females compared to ERβ-binding chromatin sites in two different CRC cell lines (SW480 and HT29). (**B**) ERβ-binding sites revealed by ChIP-seq in CRC cell lines. (**C**) qPCR measurement of gene expression in the colon of female and male mice on a CD, HFD and HFD treated with E2, DPN and PPT (n = 5–15). (**D**) qPCR measurement of gene expression in colon of wild type and intestinal-specific ERβ KO mice fed a HFD. The results are presented as mean ± SEM. Two-way ANOVA with uncorrected Fisher’s LSD test. * Indicate significant differences compared to HFD + vehicle, *p < 0.05; **p < 0.01; ***p < 0.001. ^#^Indicate sex differences.

### Sex, hormones, and diet influence regulation of circadian clock genes in colon

The circadian rhythm is essential for intestinal homeostasis. Disruptions can increase intestinal permeability, proliferation, exacerbate colitis, modulate microbiota composition, and impact the immune system^44–47^. HFD impacts the circadian rhythmicity in both liver and adipose tissue, but very little is known about the impact of HFD on the circadian rhythm in the colon epithelium. Above, we identified sex differences in the expression of clock genes with higher expression of *Bmal1, Npas2,* and *Cry1* in female colon and higher expression of *Per3* and *Nr1d1 (Rev-ErbA)* in male colon (Fig. 1F). 

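As sets, the 10 genes listed for the negative arm of the clock, with Per3 and Nr1d1 among them, were lower in CD females in 10 cases (median log2 fold change -1.20, adjusted p = 1.88e-11 from limma's camera and 0.00569 from fry). This list does not hold Cry1, which was higher in CD females (log2 fold change 0.73). The 5 genes of the positive arm, with Bmal1 and Npas2, were higher in 5 cases (median 0.87, adjusted p = 7.84e-06 from camera and 0.0147 from fry). With the correlation between genes estimated from the data, neither passed (adjusted p = 0.140 for both arms). On HFD, Cry1 (log2 fold change -0.25, adjusted p = 0.878 from edgeR), Per3 (-0.29, adjusted p = 0.872) and Nr1d1 (0.28, adjusted p = 0.892) did not pass the paper's threshold between the sexes. As a set on HFD, 8 of 10 negative arm genes were lower in females (median -0.36, adjusted p = 0.000272 from camera and 0.189 from fry). Of the positive arm, 3 of 5 genes were higher (median 0.55, adjusted p = 0.147 from camera and 0.344 from fry).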

HFD downregulated *Bmal1* and *Npas2* and upregulated *Per3* in both sexes, downregulated *Cry1* specifically in females and upregulated *Per2* specifically in males (Fig. 1F, 2A). In addition to exhibiting sex differences in their expression levels, ER ligands could oppose the HFD-induced downregulation of both *Bmal1* and *Npas2* in both sexes (Fig. 3D, 4C). 

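With HFD, Bmal1 was lower in females (log2 fold change -1.09, standard error 0.25, adjusted p = 0.410 from edgeR) and in males (-0.66, adjusted p = 0.823). Npas2 was lower in females (log2 fold change -0.84, adjusted p = 0.559) and in males (-0.71, adjusted p = 0.807). Per3 was higher in females (log2 fold change 1.01, adjusted p = 0.412) and in males (0.43, adjusted p = 0.704), and in females it passed the adjusted threshold without replicate 4 of the CD females (adjusted p = 0.00805). Cry1 was lower in females (log2 fold change -0.91, adjusted p = 0.496) and changed by 0.070 in males, and the interaction of sex and diet was -0.99 (standard error 0.35, adjusted p = 0.630). Per2 passed the paper's threshold in males (log2 fold change 0.62, adjusted p = 0.823) and not in females (0.42, adjusted p = 0.931), with an interaction of -0.20 (standard error 0.37, adjusted p = 0.921). The interaction of Cry1 passed the paper's threshold but not the adjusted one, and that of Per2 passed neither. The changes of Bmal1, Npas2 and Per3 passed the paper's threshold in both sexes but not the adjusted one. As sets in females, the negative arm, whose list does not hold Cry1, rose (median log2 fold change 1.19, 10 of 10 genes) and the positive arm fell (-0.98, 5 of 5 genes), with adjusted p-values of 0.0254 and 0.0378 from camera with the estimated correlation. In males, 9 of 10 negative arm genes rose (median 0.46, adjusted p = 4.88e-06 from camera and 0.123 from fry). With the estimated correlation, this arm did not pass (adjusted p = 0.152). The positive arm did not pass in males (median -0.060, 3 of 5 genes lower, adjusted p = 0.127 from camera).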

ChIP-seq indicated that ERβ is a regulator of the clock genes *Bmal1* and *Npas2* (Fig. 4B). In males, both *Bmal1* and *Npas2* were upregulated in the colon by estrogen, but significant regulation by ERβ (DPN) were not observed (Fig. 4D). However, we could confirm that the circadian clock gene *Bmal1* indeed was upregulated by DPN (ERβ) and, also, by E2 and PPT (ERα) in females (Fig. 4B). This evidence points towards local regulation of clock genes by ERβ in the colon. The circadian rhythm of the colon has essential impacts on the body metabolism. If this is impacted by ERβ, as our study shows, this has substantial implications for our understanding of how hormones affect the metabolism. To provide conclusive evidence of direct ERβ-mediated regulation of *Bmal1* and *Npas2* in the in vivo female colon, we fed intestinal-specific ERβ knockout mice HFD. We observed a significant decrease in the expression of both *Bmal1* and *Npas2* in female colon lacking intestinal ERβ (Fig. 4D). This was not observed in males. Our results demonstrate, that the expression of genes in colon, including clock genes, has clear sex differences, is impacted by HFD in both sexes, and is directly regulated by intestinal epithelial ERβ in the colon of females.

## Discussion

Our objective with this study was to determine whether estrogen could improve the colon microenvironment and thereby attenuate the negative effects of HFD and, if so, to dissect this mechanism and identify sex differences. Several studies have suggested that both ERα and ERβ can improve the metabolic syndrome, a risk factor for CRC^26–28^. Other studies support a protective role of ERβ against CRC (reviewed in^19^). The role of ERβ, or ERα, in the colon during HFD-induced obesity has, however, not been investigated. We here demonstrate that estrogen indeed modulates the colon microenvironment in mice fed HFD, and that ERα- and ERβ-selective ligands can in part counteract different facets of HFD-induced phenotypes, including at the level of colonic gene expression.

As the metabolic data show, males appeared more sensitive to HFD, and the higher-dose E2 and ERα-selective activation improved their glucose metabolism, in line with previous studies^38,41^. Although both doses of E2 injections resulted in similar plasma concentrations, the low-dose E2 did not significantly impact glucose metabolism. It is possible that the higher dose resulted in increased local concentrations in certain tissues, especially as lipophilic steroid hormone can be sequestered in the visceral adipose tissue, or that it was higher at certain time points, not reflected in the plasma concentrations at the point of sacrifice. Some studies have also reported a protective effect through ERβ against HFD-induced obesity, but the data are conflicting. Foryst-Ludwig et al. found that ERβ protected against HFD-induced weight gain but still elicited pro-diabetogenic effects^30^. We could not confirm that ERβ protected against HFD-induced weight gain, but we did find that its activation (E2 and DPN, not PPT) impaired glucose levels in females (Supplementary Fig. 1D).

Our study detail several other significant sex differences. In particular, a notable sex difference in the colon transcriptome of mice (CD), which was not expected. As this diet did not contain phytoestrogens, which standardized soy-based chow diets are rich in, this enabled us to observe the impact of endogenous estrogen signaling without external interference. The sex differences that were observed in both dietary conditions (CD and HFD) were related to hypoxia, immune response, cell proliferation, circadian rhythm and Wnt signaling. Thus, our data bring in a role of sex hormones in the basal regulation of these pathways in colon. Intriguingly, we found that estrogen treatment in males indeed regulated the immune response, cell proliferation and rhythmic processes in colonic tissue.

Interestingly, HFD-induced pro-inflammatory modifications are known to occur earlier in the colon than in the adipose tissue. These changes are characterized by increased infiltration of pro-inflammatory macrophages and by epithelia permeability in the colon^8^. Estrogen treatment has been shown to elicit an anti-inflammatory response in the colon of mouse models for colitis^32,48^. Our transcriptomic data reveal that both sexes' immune response were altered upon HFD feeding, but with clear sex differences. This was supported by a significant increase of F4/80^+^ macrophage infiltration in the colon upon HFD in both sexes, but with a significantly higher overall macrophage count in females. The F4/80^+^ macrophage infiltration was significantly reduced by ERβ activation (E2 and DPN) in both males and females. In addition, our mechanistic data from ChIP-seq in CRC cell lines demonstrated that ERβ could bind to cis-regulatory chromatin regions of both *Anxa1* and the orphan nuclear receptor *Nr4a1 (Nur77)*. *Anxa1* is known to recruit monocytes^49^ and *Nur77* can regulate the immune system and suppress DSS-induced colitis^50^. In females, we found that ERβ activation could reduce the expression of *Anxa1* and markers for anti-inflammatory M2 (*Arg1*) and pro-inflammatory M1 (*Nos2*) macrophages. Thus, our study delineates how ERβ contributes to anti-inflammatory effects mediated by estrogen in the in vivo colon. ERβ is not detected in macrophages, but is expressed in intestinal epithelial cells^51,52^. Cross-talk between the colonic epithelial cells and macrophages has been demonstrated in IBD^53^ and with HFD in an obesity context^8^. Although the etiology of obesity and IBD is different, both are characterized by gut inflammation with common inflammatory pathways including TNFα, IL6, and IL1b^54–57^. We have recently shown in a colitis-induced CRC mouse model that ERβ in intestinal epithelial cells can downregulate the TNFα/NFkB signaling^37^. Together, our data suggest that specific activation of intestinal ERβ may have a beneficial impact to modulate gut inflammation in both pathologies.

Obesity is a well-known risk factor for CRC, and HFD-induced obesity exacerbates colon tumor development in mice by enhancing colonic cell proliferation^58^. We reveal that the colon transcriptome, which responded to HFD-feeding in a sex-dependent manner, were particularly enriched for pathways involved in cell proliferation. 

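In the RNA-seq data, a list of 30 proliferation genes, which holds Mki67, the gene of the Ki67 antigen, was set against HFD and E2 in males. On HFD, 28 of the genes were lower and 2 higher than on CD, with a median log2 fold change of -0.18, and 1 passed the paper's threshold. With E2, 28 were lower than with vehicle, with a median of -0.61, and 21 passed the paper's threshold. With adjusted p-values, 0 genes passed on HFD (lowest adjusted p = 0.704 from edgeR) and 0 with E2 (lowest adjusted p = 0.148). As a set, the list had an adjusted p of 0.00407 on HFD and 1.69e-15 with E2 from limma's camera, and neither held under fry (adjusted p = 0.586 and 0.101).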

HFD clearly increased and E2 treatment opposed the HFD-induced proliferation, both at the transcriptome and functional (Ki67) level, in males. While we saw a trend of HFD-increased proliferation in females, this was not significant and we assume that they may be protected through their already higher levels of endogenous estrogen. Previous in vitro results have demonstrated anti-proliferative effects by exogenously expressed ERβ in CRC cell lines^59–61^. In line with these data, we found a significant decrease in HFD-induced cell proliferation upon ERβ activation (DPN). These results demonstrate that ERβ can protect against the HFD-induced cell proliferation in males, and potentially undermine the promotion of colon tumor development.

The most unexpected finding was that key circadian clock genes were differentially expressed between the sexes in the colon, during both dietary conditions. The circadian clock regulates critical processes involved in inflammation and proliferation. The circadian rhythm has been shown to be dysregulated in both obesity and IBD^62,63^. HFD feeding is known to impact the circadian rhythm in the hypothalamus, liver and fat tissue, and to disrupt the eating behavior. However, timed HFD-feeding can reset the circadian metabolism and help prevent obesity and metabolic disorders^64,65^, indicating a major contribution of the circadian rhythm in the pathogenesis of the disease. The core circadian clock is regulated by different factors including sex hormones such as estrogen and there are evidences of sex-dependent regulation^66^. In breast cancer cell lines, ERα was shown to increase the protein and mRNA expression of Clock^67^, indicating the potential of estrogen receptors to regulate clock genes at the tissue level. However, the impact of HFD and estrogen on the circadian rhythm in the colon epithelium has not been investigated previously. Here we show that mice fed HFD, of both sexes, alter expression of key clock genes *Npas2* and *Bmal1*, and that estrogen can modulate this expression. Estrogen is also known to impact the feeding behavior^68^. The food intake was not successfully monitored in this study, due to problems with the HFD breaking into powder, and we cannot exclude the possibility that some of the effects mediated by estrogen could be through decreased diet consumption. However, our mechanistic data demonstrated that ERβ could bind to cis-regulatory chromatin regions of both *Npas2* and *Bmal1*. This suggests that ERβ acts locally in the colon and directly regulates these genes, and we could confirm this using our intestinal-specific ERβ knockout mice. The expression of colonic *Bmal1*, which was enhanced by selective-ERβ activation in females, was indeed significantly decreased upon colon epithelia ERβ knockout in female mice on a HFD. It is worth noting that ERα activation by PPT also regulated the expression of *Npas2* and *Bmal1* in the colon*.* Available data do not support significant expression of ERα in the colon^51^, and we therefore assume that these effects are systemic through its effect on the overall metabolism. However, we did notice a two-fold increase of colonic ERα mRNA levels in female colon upon HFD-feeding (data not shown), and we cannot completely exclude local effects of ERα in colon, possibly via immune cells. The ERβ-binding chromatin site by *Bmal1* included an estrogen response element (ERE), which ERα should also be able to bind, if expressed. However, the *Npas2* ERβ-binding site was indicated to be through tethering with JUN/AP-1. Since the two ERs differ in their protein interactions, because of less conserved AF1 and AF2 domains, this site is more likely to be specific for ERβ. It should be emphasized that although all mice were sacrificed at the same time of the day, this was not a circadian experiment, and we also did not monitor the estrous cycle of the females. Hence, while our results highlight the implication of ERβ in the regulation of core clock genes in the colon, further experiments investigating different zeitgeber times are needed to conclude its impact on their rhythmicity. Additionally, further studies are needed to investigate the impact of different estrous phases on the colon transcriptome, since our results in females presents the average response of diet, independent of the estrous cycle.

In conclusion, our data provide evidence that the colon microenvironment responds to HFD in both sexes, but with apparent sex differences, as illustrated in Fig. 5. Both sexes present an altered expression of core clock genes, although this was stronger in females, and increased macrophage infiltration. Males, on the other hand, showed significant effects on epithelial cell proliferation, increased by HFD and decreased through ERβ. All of the above functions play important roles in the pathogenesis of HFD-induced metabolic disorders and colitis. Entirely novel findings in our study demonstrate that estrogen signaling can partially modulate the colon microenvironment during HFD, and that core clock genes*,* colonic cell proliferation and macrophage infiltration can be modulated by estrogen via ERβ in this context, in a sex-dependent manner. Intestinal-specific ERβ knockout mice and ChIP-seq data demonstrate that ERβ in the colon is a regulator of both *Bmal1* and *Npas2*. This study opens up new insights, where ERβ exhibits beneficial action against deleterious effects of diet-induced obesity on colon microenvironment.

**Figure 5:**
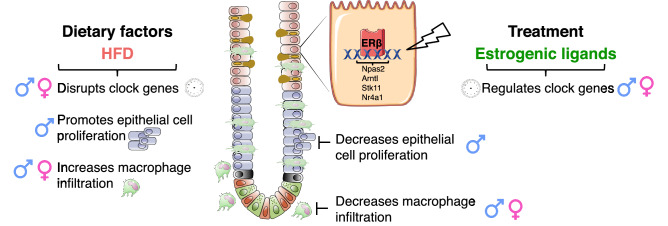
Schematic illustration; proposed model for estrogen regulation of the colon microenvironment during HFD-induced obesity. The HFD-induced impaired colonic circadian clock genes and increased cell proliferation was opposed by ERβ in males. The HFD-induced increase in macrophage infiltration was repressed by ERβ activation in both females and males.

## Methods

### Animal experiment and tissue collection

Five to six-week old male and non-ovariectomized female C57BL/6J mice were obtained from in-house breeding. Mice lacking ERβ specifically in the epithelial cells in the intestine were generated by crossing ERβ^flox/flox^ mice (B6.129X1- Esr2^tm1Gust^, Jan-Åke Gustafsson’s laboratory) with the transgenic mice bearing Cre recombinase expressed under the control of the enterocyte-specific Villin promoter (B6.SJL-Tg(Vil-cre)997 Gum/J; Jackson Laboratory, Bar Harbor, ME). Littermates (ERβ^flox/flox^) lacking the Cre allele were used as controls (referred to as WT). The genotype was confirmed with standard PCR protocol. Animals were housed under controlled environment at 20 °C with a 12-h light–dark cycle. The animals were fed HFD (D12492, 60% kcal fat, Research Diet) or a control diet corresponding to a matched low-fat diet (D12450J, 10% kcal fat, Research Diet) and water was provided ad libitum. For the treatment with estrogenic ligands, at 10 weeks of diet the mice were injected *i.p.* every other day for a total of 9 injections with 0.05^69^ (N = 10 for males and 11 for females) or 0.5 mg/kg^70^ (N = 10 for males) BW for 17β-estradiol (E2, Sigma-Aldrich ), 2.5 mg/kg BW for 4,4′,4′'-(4-Propyl-[1H]-pyrazole-1,3,5-triyl)trisphenol (PPT, Tocris, N = 5 per group for both females and males)^71^, 5 mg/kg BW for 2,3-*bis*(4-Hydroxyphenyl)-propionitrile (DPN, Tocris, N = 10 for males and 9 for females)^71^, or vehicle. The ligands were prepared in a solution of 40% PEG400, 5% DMSO and 55% water. Mice were fasted for 6 h prior the measurement of the glucose level. Briefly, a small piece of the tail was cut with a scalpel, a drop of blood was removed, and glucose level immediately measured with a OneTouch Ultra glucometer (AccuChek Sensor, Roche Diagnostics). Mice were dissected and fat pads from the abdominal and posterior subcutaneous regions carefully removed and weighted. Total fat (TF) was calculated as the sum of all fat depots including gonadal fat, retroperitoneal fat, omental fat and inguinal/gluteal fat depots. Visceral adipose (VAT) comprised of the sum of gonadal fat, retroperitoneal fat and omental fat. The subcutaneous fat (SAT) comprised of the inguinal/gluteal fat depots. All experiments were performed in accordance with ARRIVAL guidelines and EU Directive 2010/63/EU, for the care and use of laboratory animals. The local ethical committee of the Swedish National Board of Animal Research (Stockholm ethical committee, N230/15) approved all experimental protocols. Colons were harvested, washed, measured and opened along the long axis. The colons were then either embedded in OCT (Tissue-tek, Sakura) and prepared for IHC analyses using the “swiss roll” method, or snap frozen in liquid nitrogen for further analysis.

### ELISA

Blood was collected by cardiac puncture at sacrifice using EDTA-treated tubes and plasma was collected after centrifugation and stored at -80 for further analysis. Estradiol levels were measured in mouse plasma by mouse/rat estradiol kit (ES180S-100, Calbiotech) according to manufacturer’s instructions. Plasma samples were diluted 1:5 for vehicle treated CD and HFD and 1:12 for E2 treated mice with assay diluent. Insulin level was measured in plasma by mouse/rat Elisa kit (EZRMI-13K) according to manufacturer’s instructions with plasma samples dilution of 1:2. Calculations were performed using standard controls provided with the kit.

### IHC

Colonic samples embedded in OCT were cryo-sectioned at 8 μm thickness. Sections were fixed in 4% formaldehyde for 10 min and endogenous peroxidase activity was blocked with 3% hydrogen peroxidase in 50% methanol and PBS for 30 min. Slides were blocked with 5% normal goat serum for 30 min at 4 °C and blocked for unspecific avidin/biotin binding (DAKO). The sections were incubated overnight at 4 °C with the primary antibodies, anti-F4/80^+^ (1:100, cat# MCA497R, lot# 1608, RRID: AB_323279, Bio-Rad), anti-Ki67 (1:100, SP6, cat# MA5-14520, lot# TC2542944A, RRID AB_10979488, Invitrogen) in 0.1% IGEPAL in PBS. Negative controls without primary antibodies were used for each slide. The sections were incubated with appropriate biotin conjugated anti IgG secondary antibodies (1:500) for 1 h at room temperature (RT), and then incubated with avidin–biotin complex (ABC, Thermofisher) for 1 h at RT. Sections were developed with Liquid DAB + (3,3-diaminobenzidine) Substrate Chromogen System (DAKO) and counterstained with Mayer’s Hematoxylin (Sigma-Aldrich). After dehydration in ethanol and xylene, the slides were cover-slipped using Pertex (Histolab). Ten to fifteen random images from three fully stained sections per animal were randomly taken using a BX53 light microscope and CAM-SC50 camera (Olympus). Positive stained cells per crypts were counted using QuPath and approximately 30 crypts per animal were analyzed.

### RNA isolation and qPCR

Frozen colon distal tissue and colon epithelial layer were homogenized with a tissue lyser (Qiagen, Chatsworth, CA). Total RNA was isolated with QIAzol and purified using miRNeasy Mini Kit (Qiagen, Chatsworth, CA) according to the standard protocol and on-column DNAse treatment was applied. Quantitative and qualitative analyses of the RNA were performed with NanoDrop 1000 spectrophotometer and Agilent Tapestation 2200 (Agilent Technologies, Palo Alto, CA), respectively. All samples had RNA integrity > 6.5. One microgram RNA was reversed transcribed using iScript cDNA synthesis kit (Biorad) according to standard protocol. Ten nanogram of cDNA were used to perform qPCR in the CFX96 Touch System (Biorad), with iTaq universal SYBR Green supermix (Biorad) as recommended by the supplier. Samples were run in duplicates and the relative gene expression was calculated as the mean per group using the ΔΔCt method, normalized to the geometric mean of three reference genes (*Actb*, *Eef2* and *Tbp*). Primer sequences are provided in supplementary table 1.

### RNA-seq

RNA from colon tissue was prepared from 6 biological replicates, from male and female fed with CD and HFD, and males fed with HFD and treated with E2 (0.5 mg/kg BW). Library preparation (Illumina RiboZero) and sequencing (Illumina NovaSeq6000) was performed at Sweden’s National Genomics Infrastructure (NGI). At least 17 M paired-end reads (2 × 51 bp in length) were generated for each sample, and mapped against mouse genome (GRCm38) using STAR. FeatureCounts and StringTie were used to generate gene counts and TPM values. DESeq2 was used to calculate differentially expressed genes (DEG) with raw counts as input and the Benjamini–Hochberg procedure was used to estimate FDR. Genes were considered as significantly differentially expressed if *p* value < 0.05 and log2FC >|0.4|. Gene ontology/biological function was performed with DAVID bioinformatics website.

### Statistical analysis

GraphPad Prism was used for statistical analysis (GraphPad Software Inc, La Jolla, CA). The results are presented as mean ± SEM. A (two-tailed) Welch's t-test was used for comparison between two groups. One-way analysis of variance (ANOVA) was used for comparison between multiple conditions followed by fisher's LSD test. Two-way ANOVA was used for comparison between multiple conditions in two different groups followed by fisher's LSD test. All conditions were compared to HFD vehicle and a *p* value < 0.05 was considered being statistically significant (*p < 0.05, **p < 0.01, ***p < 0.001).

## Supplementary information

Supplementary information.

## Data Availability

Gene expression data are deposited in the NCBI Gene Expression Omnibus database [GSE149811].

# Supplementary material for: High-fat diet and estrogen impacts the colon and its transcriptome in a sex-dependent manner
**Source:** Sci Rep. 2020 Sep 30;10:16160. doi: 10.1038/s41598-020-73166-1
**Supplement:** Supplementary file 1 — Supplementary information.

## **Supplementary information for**

### **High-fat diet impacts the colon and its transcriptome in a sex-dependent manner that is modifiable by estrogens**

Linnea Hases<sup>1¶</sup>, Amena Archer<sup>¶</sup>, Rajitha Indukuri, Madeleine Birgersson, Christina Savva, Marion Korach-André, Cecilia Williams

#### **This PDF file includes:**

Supplementary Fig. 1. Sex-differences in fat distribution and effects of estrogenic treatments in females.

Supplementary Table 1. Primer sequences.

Supplementary Table 2. Genes involved in the pathways regulated by HFD in both females and males.

## Supplementary Figures

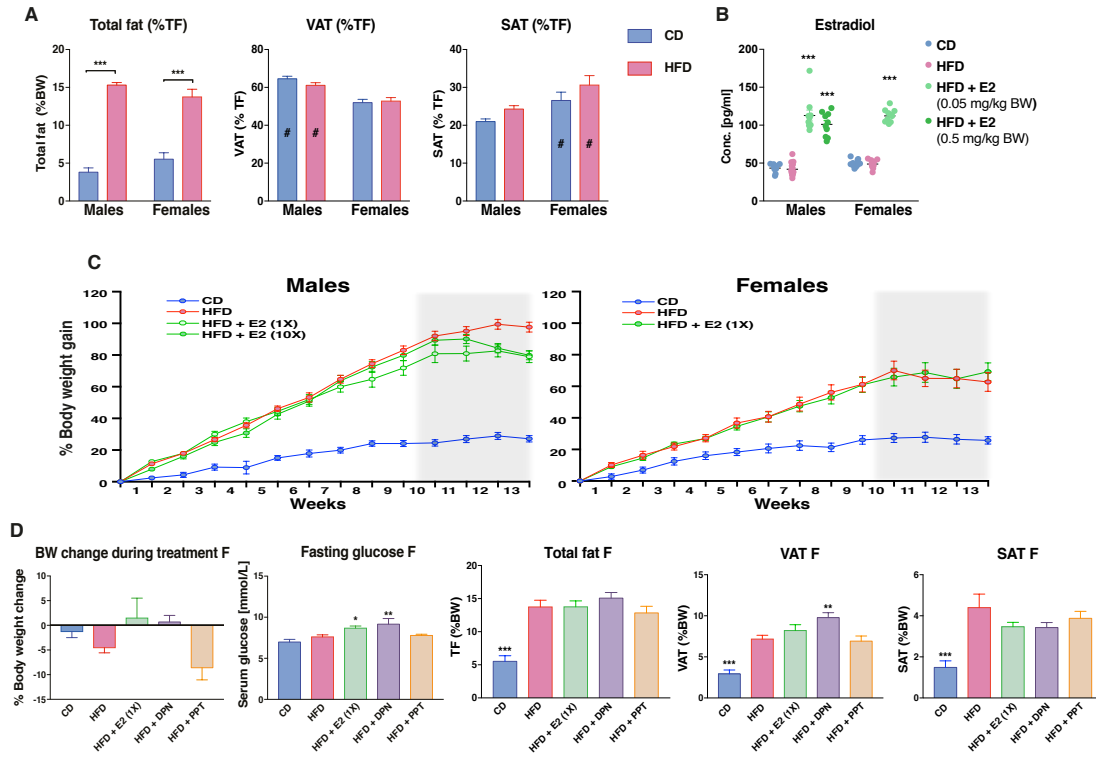

**Supplementary Fig. 1. Sex-differences in fat distribution and effects of estrogenic treatments in females.** (A) Total fat, VAT and SAT reported to total fat for males and females fed a CD or HFD. (B) Serum estradiol levels for females and males on CD, HFD and treated with estrogen (E2). (C) BW curves for males and females fed CD or HFD for a 13-weeks period and treated with E2 or vehicle for the last 3 weeks (highlighted in grey). (D) BW change during treatment, fasting glucose levels, total fat, VAT and SAT for females under a CD or HFD and treated with vehicle or different estrogenic ligands. One-way and two-way ANOVA with uncorrected Fisher's LSD test, all conditions were compared to HFD vehicle and \*p<0.05, \*\*p<0.01, \*\*\*p<0.001. # Indicate sex-differences.

## Supplementary Tables

**Supplementary Table 1. Primer sequences.**

| Gene                      | Forward primer (5' - 3')        | Reverse primer (5' - 3') |
|---------------------------|---------------------------------|--------------------------|
| <b>Genotyping primers</b> |                                 |                          |
| Villin Cre                | CAA GCC TGG CTC GAC GGC C       |                          |
| Cre -50 antisense         | ATC GAC CGG TAA TGC AGG CA      |                          |
| ISP (loxP site)           | TAG GGT ATG TTA TGT CAT GA      |                          |
| BIASP (loxP site)         | GTG GAT GCC TAT GAT CAC TGT GGA |                          |
| <b>qPCR primers</b>       |                                 |                          |
| mAnxa1                    | AAGGTGGTCCTGGGTCAGC             | TGAGCATTGGTCCTCTTGGT     |
| mArg1                     | CTCCAAGCCAAAGTCCTTAGAG          | GGAGCTGTCATTAGGGACATCA   |
| mArntl(Bmal1)             | ACATAGGACACCTCGCAGAA            | AACCATCGACTTCGTAGCGT     |
| mB-actin                  | GGCTGTATTCCCCTCCATCG            | CCAGTTGGTAACAATGCCATGT   |
| mCxcl5                    | GTTCCATCTCGCCATTCATGC           | GCGGCTATGACTGAGGAAGG     |
| mEef2                     | CATCCTTGCGAGTGTCAAGTGA          | TGTCAGTCATCGCCCATGTG     |
| mGsto1                    | CGAACCTAAGGGAAGCGTTGGA          | TTCCAGTCGCTGAAACCAAGGC   |
| mNos2                     | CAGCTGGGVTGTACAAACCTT           | CATTGGAAGTGAAGCGTTTCG    |
| mNpas2                    | ACGCAGATGTTTCGAGTGGA            | CGCCCATGTCAAGTGCATT      |
| mStk11                    | GGGCAACCTGCTACTCACC             | GTCATCCACAGCGAAAGGGT     |
| mTbp                      | GCAGCAAATCGCTTGGGATTA           | ACCGTGAATCTTGGCTGTAAAC   |

**Supplementary Table 2. Genes involved in the pathways regulated by HFD in both females and males.**

| HFD regulated genes in males              |          |           | HFD regulated genes in females             |         |          |
|-------------------------------------------|----------|-----------|--------------------------------------------|---------|----------|
| Angiogenesis                              | Ephb2    | Egf       | Cell adhesion                              | Cd44    | Flrt2    |
|                                           | Rapgef3  | Fgfr1     |                                            | Epha1   | Flrt3    |
|                                           | Arhgap22 | Fn1       |                                            | Fat2    | Gpnmb    |
|                                           | Angpt2   | Hand2     |                                            | Perp    | Itgae    |
|                                           | Cspg4    | Ncl       |                                            | Ajuba   | Itgam    |
|                                           | Col4a1   | Tspan12   |                                            | Celsr2  | Lgals3bp |
|                                           | Col4a2   | Thy1      |                                            | Cadm4   | Muc4     |
|                                           | Col8a1   | Tnfrsf12a |                                            | Clca2   | Nectin1  |
|                                           | Col18a1  |           |                                            | Col6a1  | Nectin4  |
| G1/S transition of mitotic cell cycle     | E2f5     | Ccnd1     | Lipid metabolic process                    | Dsc1    | Pkp1     |
|                                           | Ranbp1   | Ccnd2     |                                            | Dsc3    | Sdk1     |
|                                           | Anp32b   | Inhba     |                                            | Dsg1b   | Tenm2    |
|                                           | Camk2b   | Id4       |                                            | Dsg3    | Thbs2    |
| Positive regulation of cell proliferation | Dot1l    | Fgf7      |                                            | Efs     | Trip6    |
|                                           | Ets1     | Fgfr1     |                                            | Dhcr24  | Neu3     |
|                                           | Gli2     | Fn1       |                                            | Acsbg1  | Pla2g5   |
|                                           | Rac2     | Hmgn5     |                                            | Alox12  | Pld2     |
|                                           | Anp32b   | Id4       |                                            | Alox12b | Psap1l   |
|                                           | Chp2     | Klb       |                                            | Aspg    | Sptlc3   |
|                                           | Carm1    | Mab21l2   |                                            | Cers3   | Sptssb   |
|                                           | Col18a1  | Myc       |                                            | Dgat2   | Smpdl3b  |
|                                           | Ccnd1    | Myocd     |                                            | Elovl4  | Scd1     |
|                                           | Ccnd2    | Prdx3     |                                            | Fabp5   | Scd3     |
|                                           | Edn1     | Plac8     |                                            | Far2    | Them5    |
|                                           | Egf      | Sdcbp     |                                            | Gdpd2   | Thrsp    |
|                                           | Fabp4    | Tnc       |                                            | Lipm    | Mgll     |
| DNA replication                           | Chaf1a   | Mcm4      | Cell migration                             | Lpcat4  |          |
|                                           | Chaf1b   | Mcm5      |                                            | Epha1   | Igf1     |
|                                           | Dtl      | Mcm7      |                                            | Tiam1   | Myoc     |
|                                           | Mcm2     | Nfic      |                                            | Alox12  | Pld2     |
|                                           | Mcm3     | Rpa3      |                                            | Colla1  | Sema3d   |
| Cell cycle                                | Ddx11    | Incenp    | Steroid hormone mediated signaling pathway | Cpeb1   | Sema3f   |
|                                           | E2f7     | Lmln      |                                            | Gpnmb   | Snai2    |
|                                           | E2f8     | Mdc1      |                                            | Hbegf   | Trip6    |
|                                           | Fbxl7    | Mcm2      |                                            | Ar      | Nr4a1    |
|                                           | Mad11l   | Mcm3      |                                            | Bmp7    | Pgr      |
|                                           | Trnp1    | Mcm4      | Negative regulation of cell proliferation  | Esr1    | Rarg     |
|                                           | Wee1     | Mcm5      |                                            | Nr1d2   |          |
|                                           | Cep250   | Mcm7      |                                            | Dhcr24  | Hmox1    |
|                                           | Chaf1a   | Rcc2      |                                            | Bcl6    | Igf1     |
|                                           | Chaf1b   | Stk10     |                                            | H19     | Igfbp3   |
|                                           | Cit      | Stk11     |                                            | Sox9    | Ifit3    |
|                                           | Clspn    | Ttc28     |                                            | Ar      | Rarg     |
|                                           | Ccnd1    | Uhrf1     |                                            | Bmp7    | Robo1    |

|                                                    |         |           |         |         |
|----------------------------------------------------|---------|-----------|---------|---------|
|                                                    | Ccnd2   |           | Cpeb1   | Scin    |
|                                                    | Ets1    | Igf1r     | Foxa3   | Sfrp2   |
|                                                    | Actn4   | Itga5     | Gja1    | Zfp503  |
| <b>Positive regulation of cell migration</b>       | Cdh13   | Itgb3     | Epha1   | Grem1   |
|                                                    | Col18a1 | Pik3cd    | Isl1    | Gas1    |
|                                                    | Edn1    | Sema4c    | Sox9    | Hbegf   |
|                                                    | Fn1     | Sdcbp     | Tiam1   | Igf1    |
|                                                    | Ero1lb  | Kcnb1     | Tbx3    | Lifr    |
| <b>Glucose homeostasis</b>                         | Gpr21   | Rph3al    | Atf3    | Mzb1    |
|                                                    | Cacna1e | Stk11     | Aldh3a1 | Nccrp1  |
|                                                    | Gk      | Sirt6     | Areg    | Osr2    |
|                                                    | Pck1    |           | Ar      | Pgr     |
| <b>Positive regulation of T cell proliferation</b> | Sash3   | Tfrc      | Alox12  | Rarg    |
|                                                    | Il1b    | Tnfrsf13c | Edn2    | Sfrp2   |
|                                                    | Ptprc   | Vcam1     | Oasl1   | Ifit3   |
|                                                    | Tgtp1   | H2-DMb2   | Bcl6    | Il1f9   |
|                                                    | Ccl6    | Igf1r     | Prdm1   | Ltf     |
| <b>Immune response</b>                             | Ccr6    | Il1b      | S100a8  | Lilrb4a |
|                                                    | C7      | Lst1      | Gbp5    | Lbp     |
|                                                    | H2-Oa   | Lax1      | Hp      | Rnf125  |
|                                                    | H2-Ob   | Mcpt4     | Iigp1   | Slpi    |
|                                                    | H2-Aa   | Plscr1    | Irf7    | Smpd13b |
|                                                    | Aoc3    | Lmln      | Ifit1   |         |
|                                                    | Boc     | Mfap4     | Bcl6    | Igfbp3  |
|                                                    | Cdh13   | Pip5k1c   | Bok     | Il18    |
| <b>Cell adhesion</b>                               | Cercam  | Ptpu      | Acvr1c  | Nr4a1   |
|                                                    | Col8a1  | Sell      | Aldh1a3 | Phlda3  |
|                                                    | Col15a1 | Spon2     | Alox12  | Rarg    |
|                                                    | Col18a1 | Tnc       | Bmp7    | Scin    |
|                                                    | Fn1     | Thy1      | Dusp6   | Sfrp2   |
|                                                    | Itga5   | Tnfrsf12a | Hmox1   |         |
|                                                    | Itgb3   | Vcam1     | Isl1    | Sfrp2   |
|                                                    | Lamc1   |           | Sox9    | Snai2   |
|                                                    | Bnip3   | Edn1      | Grem1   | Wnt4    |
|                                                    | Ets1    | Myocd     | Nkd2    |         |
| <b>Response to hypoxia</b>                         | Ascl2   | Nos1      | Dnaja27 | Igf2    |
|                                                    | Actn4   | Sod3      | Ar      | Igfbp3  |
|                                                    | Angpt2  | Vcam1     | Alox12b | Igfbp4  |
|                                                    | Cygb    |           | Igf1    |         |
|                                                    |         |           | Epha1   | Hbegf   |
|                                                    |         |           | Meis1   | Il18    |
|                                                    |         |           | Adam8   | Ramp2   |
|                                                    |         |           | Ecm1    | Tnfaip2 |
|                                                    |         |           | Grem1   | Vav3    |
|                                                    |         |           | Hmox1   |         |

How the deposited data were processed for this re-analysis (not part of the article)

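Gene expression was measured by RNA-seq in the colon of 30 mice, with 6 animals in each of 5 groups: CD females, CD males, HFD females, HFD males and HFD males given E2. The first 4 groups received vehicle. Each animal gave 1 library, and the groups were taken from the diet, sex and treatment given for each library. The authors mapped the reads to the mouse genome (GRCm38) with STAR and counted them on genes with featureCounts, which gave whole numbers without normalization for 46078 genes. The authors also calculated TPM values, transcripts scaled to gene length and to the same total in each library, with StringTie from the mapped reads, and these were used as deposited. The counts of each library correlated best with the TPM values of the same library in 30 of 30 cases. Genes that the TPM tables list more than once were summed.

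The counts on genes per library ranged from 8667177 to 17243712, with a median of 11530915. Mitochondrial genes took from 26.1% to 38.0% of the counts, and the 10 most abundant genes from 31.6% to 41.8%. At this depth, genes with few counts, such as Arg1 and Nos2 in most libraries, could be compared by their counts but not always tested. The counts are of reads without molecular identifiers, and TPM values are given as mean ± SD over animals.

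The comparisons were females with males on CD, females with males on HFD, HFD with CD in females, HFD with CD in males and E2 with vehicle in HFD males. Each was fitted to the raw counts of its 12 libraries with edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM normalization, a robust quasi-likelihood fit and its F-test. The interaction of sex and diet was fitted to the 24 libraries of the vehicle-treated mice. A DEG had an unadjusted p-value under 0.05 and a log2 fold change over 0.4 in either direction. This is a reading of the paper's threshold, since the paper does not state whether its p-value was adjusted. DEGs with a Benjamini-Hochberg adjusted p-value under 0.05 are given separately. Standard errors of the log2 fold changes follow from the F statistic. Single genes were also compared by an exact two-sided permutation test of log2 CPM (prior count 2), whose smallest p-value is 0.00216 for 6 animals against 6. PCA and distances between libraries used log2 CPM of the 500 most variable genes. The tests of spread permuted the log distances, which were calculated once with the real groups. Distances within a group depend on each other, so the p-values of these tests can be too small. The separation of the sexes was tested by permutational analysis of variance over all 462 splits of the 12 libraries, without the genes of the X and Y chromosomes.

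The genes named are those that the results of the paper name for a comparison, the genes of the circadian clock, the estrogen receptor genes Esr1, Esr2 and Gper1, the genes Adgre1, Arg1, Nos2 and Cxcl5, and the genes Xist, Ddx3y, Uty, Kdm5d and Eif2s3y, which differ between the sexes. To these were added, for each comparison, the 3 autosomal genes with the largest increase and the 3 with the largest decrease among those past the adjusted threshold, with a mean of at least 1 TPM in either group and no overlap between the animals in log2 CPM. Sets of genes were tested with camera (preset correlation 0.01) on voom values in limma 3.58.1, with 25 lists of marker genes of cell types and pathways in place of the DAVID annotation used by the paper, and p-values were adjusted over lists and comparisons. A list was tested where at least 3 of its genes passed the filter on low counts. The score of a list in a library is the mean log2 CPM of its genes with a mean of over 0.1 CPM.

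Alternatives were DESeq2 1.42.0, the tool of the paper, in place of edgeR, its size factors in place of TMM normalization, no filter on low counts, at least 10 counts in every library, all 30 libraries in one fit, the replicate number as a block, no fold change minimum, each library left out in turn, and a score of squamous epithelium, smooth muscle or B cell genes as a covariate. Named genes were also compared on log2 TPM with 0.1 or 1 added, and with a mean of at least 1 TPM. Distances were recalculated on all genes past the filter, on DESeq2's variance stabilized values and without the squamous epithelium genes and all genes with a correlation over 0.8 to their score, and gene sets with fry and with an estimated correlation. The comparisons and their tests, the thresholds, marker lists, alternatives and the rule for naming genes were chosen before the data were examined. Some tests of explanations were added later, among them those that the closing section gives as chosen after the result was seen, and so were the test of the sample numbers, the pairs of splits for shared genes, the count of female-only genes that also differed between the sexes and the simulated groups for the overlap of HFD in females with the sex differences.

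The tests were tried on simulated data with the means, library sizes and dispersions of the 12 CD libraries, in which 200 genes were changed by a factor of 2. With adjusted p-values, edgeR called 158 of the 193 changed genes that passed its filter and 8 unchanged genes. DESeq2 called 173 of 200 changed genes and 30 unchanged genes. The other genes called were among 20 further genes, the list of shifted genes below. Of the unchanged genes, 4.90% had an unadjusted p-value under 0.05 in edgeR. Camera called a list of shifted genes and did not call a list of unchanged genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3. The FPKM and coverage values were not used, and the measurements of the paper made by other methods (body weight, glucose, histology, immunostaining and qPCR) were not analysed here.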

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

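The tests of the squamous epithelium score in the male libraries and of library size were chosen only after the result was seen, and leaving out the squamous epithelium genes, an alternative fixed at the outset, was taken as a test of the spread only then. Within groups of 6 animals, a value was taken to lie far from the others when its gap to the nearest one was a larger share of the range of the group than Dixon's criterion allows. Of 226 groups tested, 16 held such a value and 11.3 would be expected by chance.

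Single animals lay far from their group for several of the named genes. Among the HFD males, replicate 2 had the highest values of Cdk1 (4.32 log2 CPM, next 3.33) and Gsto1 (8.52 log2 CPM, next 7.70). Replicate 1 of this group had the lowest values of Cldn4 (0.87 log2 CPM, next 2.52) and Nr1d1 (4.45 log2 CPM, next 5.81), and replicate 4 had the highest value of Nr4a1 (3.45 log2 CPM, next 1.55). Among the HFD females, replicate 3 had the highest values of Mki67 (9.31 log2 CPM, next 8.10) and Melk (4.59 log2 CPM, next 3.53), both of them in the list of proliferation genes. Among the CD males, replicate 1 had the highest value of Ccl20 (2.27 log2 CPM, next 1.09) and the lowest of Lgr5 (2.95 log2 CPM, next 3.30). Among the E2-treated males, replicate 1 had the highest values of Cry1 (3.62 log2 CPM, next 3.02) and Prdx1 (7.32 log2 CPM, next 6.68), and replicate 2 the highest of Hif1a (8.44 log2 CPM, next 7.86). The design gives no condition that differs between animals of a group, so no biological explanation was tested for these values.

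Replicate 3 of the E2-treated males had 17243712 counts on genes, and the next highest animal of its group had 12027547. Total counts did not differ between E2 and vehicle beyond the spread between animals (exact permutation test, p = 0.810), and the normalization scales each library by its total. No biological explanation was tested for the size of a library.

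Replicate 2 of the HFD males lay farther from the mean of its group than the other HFD males, at 71.6 log2 units among the 24 libraries of the vehicle-treated mice (next 37.0) and at 71.0 log2 units among the 12 libraries of the HFD males with and without E2 (next 37.9). In this library, squamous epithelium genes added up to 1235 CPM. Without these genes and the genes that followed them, the spread ratio of E2 to vehicle was 0.953 (exact permutation test, p = 0.606) in place of 0.593, so squamous epithelium in some samples is a candidate explanation for the wider spread of the vehicle-treated males. The spread ratio of HFD to CD was 1.41 without these genes (permutation test, p = 0.000607) in place of 2.00. It stayed past the threshold over both sexes and in females (1.49, exact permutation test, p = 0.00216). The genes left out thus did not account for all of the wider spread on HFD there. In males alone the ratio no longer passed (1.33, exact permutation test, p = 0.0844). The test cannot exclude squamous epithelium as the whole cause in either sex, because genes of the same tissue that followed the score less closely were kept. Squamous epithelium as the whole cause of the wider spread on HFD therefore stays open. An effect of the diet or of E2 on the variation between animals stays open and was not tested apart from this.

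The paper does not report on stratified squamous epithelium, which lines the anal canal and forms the skin around it. The counts of a list of 25 such genes added up to more CPM in 6 HFD libraries than in any CD library, where the highest value was 335. These were 4 libraries of HFD females and 2 of HFD males, with 409 to 3105 CPM, and the highest value with E2 was 312. In replicate 3 of the HFD females, which had the most, Krt4 had 5564, Krt13 5159, Krt5 1882 and Krt14 1631 counts. On average over the CD libraries, 10 genes of the list had over 1 CPM, and no other list of marker genes holds any gene of it. The paper's Supplementary Table 2 has its genes Dsc3, Dsg3, Perp and Pkp1 among the HFD-regulated genes of females. Replicate 1 of the CD females also lay apart from its group, with a score of -0.000848 for this list (next -0.279), far below the HFD libraries with the highest scores.

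Of the 444 genes upregulated by HFD in females at the paper's threshold, 68 remained with the squamous epithelium score in the fit, or 15.3%, against 32 of 109 downregulated genes, or 29.4%. Outside the list, 22.0% of the 437 genes upregulated in females followed the score (correlation over 0.5, across 18 male libraries, none of which had a part in the choice of these genes). In 10000 random lists of genes with similar expression, this share had a median of 2.52% and reached 5.72% at most. Squamous epithelium of the anal canal or perianal skin in some samples is therefore a candidate explanation for a part of the genes upregulated in females. Total counts averaged 1.09 times as many in HFD as in CD females (exact permutation test, p = 0.113). A difference in library size cannot be told apart from none by this test, because 6 animals against 6 do not exclude one. A change of the colon epithelium with HFD that turns on the same genes in some animals stays open and was not tested, and most of the upregulated genes did not follow the score in the male libraries.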

How the results depend on the processing

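All alternatives in this part were fixed at the outset and none was added after a result was seen. A number of genes was taken as changed when it moved by more than a factor of 1.5, a share when it left its 95% binomial confidence interval, and a tested value when it crossed its threshold. With DESeq2's size factors in place of TMM normalization, 18 of 18 results of the comparisons and 80 of 80 named genes kept their direction and their side of these limits, as did the 4 results on distances with DESeq2's variance stabilized values. The cause of a change below was not tested unless the alternative itself gives it, as where fewer genes were tested or the threshold itself was changed.

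With DESeq2 in place of edgeR, the number of genes past the unadjusted threshold was 730 for sex on HFD and 1018 for HFD in females, and the adjusted number was 665 for sex on CD, 50 for sex on HFD, 209 for HFD in females, 25 for HFD in males, 48 for E2 in HFD males and 3 for the sex by diet interaction. The number of shared genes was 123 for HFD in females and in males and 145 for HFD and E2 in males. The upregulated share was 85.7% for HFD in females and 53.7% for HFD in males. Among the named genes, 9 gained an adjusted call. With no filter on low counts, the number of genes past the unadjusted threshold was 2253 for sex on CD, 1165 for sex on HFD, 1496 for HFD in females, 1056 for HFD in males, 1805 for E2 in HFD males and 1543 for the sex by diet interaction. The adjusted number was 3 for E2 in HFD males and 1 for the sex by diet interaction. The number of shared genes was 207 for sex differences on CD and on HFD, 199 for HFD in females and in males and 265 for HFD and E2 in males. The upregulated share was 50.9% for HFD in males. Of the named genes, 4 lost their adjusted call and 1 gained one. With at least 10 counts in every library, the number past the adjusted threshold was 1 for sex on HFD and 0 for HFD in females (428 unadjusted). Among the named genes, 2 lost their adjusted call.

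With all 30 libraries in one fit, the number past the adjusted threshold was 12 for HFD in females, 4 for HFD in males, 0 for E2 in HFD males (1021 unadjusted) and 1 for the sex by diet interaction. Of the named genes, 4 lost their adjusted call and 1 gained one. With the replicate number as a block, the number past the adjusted threshold was 747 for sex on CD, 12 for HFD in females, 2 for HFD in males, 7 for E2 in HFD males and 1 for the sex by diet interaction, and the number of shared genes was 147 for HFD and E2 in males. The upregulated share was 35.3% for HFD in males. Among the named genes, 3 lost their adjusted call and 4 gained one. The deviations of libraries from their group means correlated between libraries of the same replicate number by 0.211 on average for sex on CD, 0.0256 for sex on HFD, 0.118 for HFD in females, 0.150 for HFD in males and 0.0943 for E2 in HFD males. Of the 6 pairs of each comparison, 5, 2, 3, 5 and 3 had a correlation over 0.1, so in no comparison was the correlation of every pair over 0.1.

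With the squamous epithelium score as a covariate, the number of genes past the unadjusted threshold was 337 for HFD in females, 488 for E2 in HFD males and 458 for the sex by diet interaction. The adjusted number was 1 for HFD in females. The number of shared genes was 208 for sex differences on CD and on HFD, 42 for HFD in females and in males and 59 for HFD and E2 in males. The upregulated share was 51.6% for HFD in females and 37.3% for HFD in males. The log2 fold change reversed to -0.26 for Alox15 (HFD in females) and -0.67 for Cxcl5 (HFD in females), and the cause was not tested. Of the named genes, 8 lost their adjusted call and 1 gained one. With the smooth muscle score as a covariate, the number of genes past the unadjusted threshold was 2211 for sex on CD, 780 for sex on HFD and 513 for the sex by diet interaction, and the adjusted number was 204 for sex on CD, 23 for sex on HFD and 2 for E2 in HFD males. The number of shared genes was 201 for sex differences on CD and on HFD, 27 for HFD in females and in males and 39 for HFD and E2 in males. The upregulated share was 75.6% for HFD in females and the share in opposite directions was 82.1% for HFD and E2 in males. The log2 fold change reversed to -0.028 for Ccl6 (sex on CD) and 0.44 for Gli1 (sex on CD), and the cause was not tested. Among the named genes, 8 lost their adjusted call. With the B cell score as a covariate, the number of genes past the unadjusted threshold was 882 for sex on CD. The adjusted number was 42 for sex on CD, 1 for HFD in females and 1 for HFD in males. The number of shared genes was 42 for HFD in females and in males. Of the named genes, 12 lost their adjusted call.

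With no fold change minimum, the number of genes past the unadjusted threshold was 2207 for sex on CD, 773 for sex on HFD, 856 for HFD in females, 904 for HFD in males and 1535 for E2 in HFD males. With adjusted p-values in the overlaps and shares, the number of shared genes was 13 for sex differences on CD and on HFD, 0 for HFD in females and in males and 0 for HFD and E2 in males. The upregulated share was 66.7% for HFD in females.

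The spread ratio of E2 to vehicle was 0.929 on all genes past the filter and 0.953 without the squamous epithelium genes, and no longer passed its threshold in either case. The spread ratio of HFD to CD over both sexes and the separation of the sexes on CD and on HFD kept their side of the threshold under each alternative, but the ratio in females alone did not on all genes past the filter (1.19, exact permutation test, p = 0.0736), nor did that in males without the squamous epithelium genes (1.33, exact permutation test, p = 0.0844). Of 106 tests of marker lists, 43 passed with camera, 9 with fry and 2 with the correlation estimated from the data. On log2 TPM with 1 added, 16 named genes newly passed the threshold and 2 fell short of it. The threshold here applied to an exact permutation test adjusted over the named genes of each comparison, not over all genes. The numbers were 16 and 2 with 0.1 added and 16 and 2 for genes with a mean of at least 1 TPM.

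Over the fits that each left out 1 library, the number of genes past the unadjusted threshold ranged from 1223 to 1684 for sex on CD, 363 to 770 (without HFD female replicate 2) for sex on HFD, 481 to 827 for HFD in females, 346 to 706 (without CD male replicate 1) for HFD in males, 557 (without HFD male replicate 2) to 1497 (without HFD+E2 male replicate 1) for E2 in HFD males and 641 to 1418 (without HFD female replicate 2) for the sex by diet interaction. The number past the adjusted threshold ranged from 233 (without CD male replicate 3) to 648 (without CD male replicate 1) for sex on CD, 11 to 15 for sex on HFD, 1 (without CD female replicate 1) to 11 (without HFD female replicate 2) for HFD in females, 0 to 2 (without CD male replicate 1) for HFD in males, 1 to 2 (without HFD male replicate 6) for E2 in HFD males and 0 to 1 (without CD female replicate 4) for the sex by diet interaction. The shared genes ranged from 102 to 174 for sex differences on CD and on HFD, 45 to 78 for HFD in females and in males and 60 (without HFD male replicate 2) to 189 (without HFD male replicate 5) for HFD and E2 in males. The upregulated share ranged from 75.6% (without CD female replicate 4) to 83.8% (without CD female replicate 6) for HFD in females and 34.0% (without HFD male replicate 6) to 50.4% (without HFD male replicate 1) for HFD in males, and the share in opposite directions from 85% (without HFD male replicate 2) to 98.4% (without HFD male replicate 5) for HFD and E2 in males. The unadjusted number for sex on HFD was 720 without HFD male replicate 6. The unadjusted number for E2 in HFD males was 1391 without HFD male replicate 5. The adjusted number for sex on CD was 264 without CD female replicate 6, 269 without CD male replicate 4 and 265 without CD male replicate 5. The adjusted number for HFD in females was also 1 without CD female replicate 2 or CD female replicate 3 or CD female replicate 6 or HFD female replicate 1 or HFD female replicate 4 or HFD female replicate 6 and 10 without CD female replicate 4. The adjusted number for HFD in males was 1 without CD male replicate 6 or HFD male replicate 3. The adjusted number for the sex by diet interaction was also 1 without CD male replicate 1 or HFD female replicate 2. The shared number for HFD and E2 in males was 140 without CD male replicate 1, 147 without HFD male replicate 4 and 175 without HFD male replicate 6. Counts limit what can be said about Arg1, which passed the filter in neither sex between the diets, about Nos2, which was tested in females only, and about other genes with few counts. With at least 10 counts in every library, fewer of the named genes could be tested (65 kept their call and 2 lost it). With adjusted p-values, no upregulated share could be given in males and no share in opposite directions, because no gene passed.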

Differences from the paper's values

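The second count of female-only genes in this part was chosen only after the result was seen. At the paper's threshold, 92 genes changed both with HFD and with E2 in males, and the paper's value is 147. Of the alternatives set before the data were examined, the number came within a factor of 1.5 of the paper's with some: it was 145 with DESeq2, 114 with all 30 libraries in one fit, 147 with the replicate number as a block, 140 without CD male replicate 1, 106 without CD male replicate 6, 114 without HFD male replicate 3, 147 without HFD male replicate 4, 189 without HFD male replicate 5, 175 without HFD male replicate 6 and 112 without HFD+E2 male replicate 1. The gap stayed open with DESeq2's size factors, no filter on low counts, at least 10 counts in every library, the squamous epithelium score as a covariate, the smooth muscle score as a covariate, the B cell score as a covariate and adjusted p-values, where the numbers were 88, 265, 74, 59, 39, 73 and 0, and in the other fits that left out 1 library, where they ranged from 60 to 96.

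For HFD in females, 487 DEGs were not DEGs in males, and the paper's value for female-only HFD-regulated genes is 287. Of the alternatives set before the data were examined, the number came within a factor of 1.5 of the paper's with at least 10 counts in every library, the squamous epithelium score as a covariate, the smooth muscle score as a covariate and the B cell score as a covariate and without HFD female replicate 1 and without HFD female replicate 3, at 378, 295, 362, 387, 424 and 429. It stayed apart with DESeq2, DESeq2's size factors, no filter on low counts, all 30 libraries in one fit, the replicate number as a block and adjusted p-values, at 895, 478, 1297, 506, 448 and 3, and in the other fits that left out 1 library, at 440 to 749. The legend of Fig. 4A describes the set in females as regulated by both HFD and sex. Under this reading, female-only genes also differed between the sexes on either diet, and their number was 299. The reading was chosen here after the values were seen. The number is within a factor of 1.5 of the paper's, as it was with 289 for DESeq2's size factors and 231 for at least 10 counts in every library. It was also within the factor with 317 for all 30 libraries in one fit and 266 for the replicate number as a block. It was outside that factor with DESeq2, no filter on low counts, the squamous epithelium, smooth muscle and B cell scores as covariates and adjusted p-values, at 448, 659, 98, 158, 171 and 3, and without replicate 2 of the HFD females, at 463. The other fits that left out 1 library gave 226 to 372, within the factor.

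PC2 held 11.9% of the variance in the PCA of the HFD males with and without E2, and about 21% in Fig. 3B of the paper, read by eye. Of the alternatives set before the data were examined, those for the distances were also run for the PCA, and the share came within a factor of 1.5 of the paper's with each, at 14.2% with all genes past the filter, 21.9% with DESeq2's variance stabilized values and 17.6% with the squamous epithelium genes left out.

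The lowest number of counts on genes in a library was 8.67 M, and the paper's value is at least 17 M paired-end reads generated per sample. These are different measures, since reads that were not mapped or not counted on a gene are missing from the counts, and none of the alternatives set before the data were examined changes the counts.

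The paper states that several genes changed that did not pass its threshold in edgeR's test. Between CD females and CD males this was Gli1 (-0.39 on the log2 scale), which passed at -0.52 without CD male replicate 1. Between the sexes on HFD it was Npas2 (0.66), which passed at 0.66 with DESeq2, 0.66 with all 30 libraries in one fit, 0.80 with the smooth muscle score as a covariate, 0.81 without HFD female replicate 2 and 0.84 without HFD male replicate 4. With HFD in females it was Sox9 (-0.39), which passed at -0.40 with DESeq2, -0.41 with no filter on low counts, -0.42 without CD female replicate 1, -0.48 without CD female replicate 3, -0.41 without CD female replicate 4, -0.41 without HFD female replicate 2, -0.43 without HFD female replicate 3 and -0.43 without HFD female replicate 6. With HFD in males these were Anxa1 (0.46), which passed at 0.57 without HFD male replicate 3 and 0.57 without HFD male replicate 6, Sod3 (-0.44), which passed at -0.54 without CD male replicate 1, -0.58 without CD male replicate 6 and -0.55 without HFD male replicate 4, and Gpx3 (-0.39), which passed at -0.51 without CD male replicate 1. With E2 it was Anxa1 (-0.58), which passed at -0.57 with DESeq2, -0.46 with the replicate number as a block, -0.69 without HFD male replicate 3 and -0.67 without HFD male replicate 6. The values nearest to 0 over the alternatives were -0.039 with the B cell score as a covariate for Gli1, 0.39 without HFD female replicate 5 for Npas2, -0.30 without CD female replicate 2 for Sox9, 0.087 with the squamous epithelium score as a covariate for Anxa1 with HFD in males, -0.11 with the smooth muscle score as a covariate for Sod3, -0.021 with the smooth muscle score as a covariate for Gpx3 and -0.12 with the squamous epithelium score as a covariate for Anxa1 with E2. Without HFD male replicate 2, Anxa1 changed by 0.12 with HFD and -0.23 with E2, and with the smooth muscle score Gli1 changed by 0.44.

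Arg1, which the paper lists as changed by HFD in both sexes, did not pass edgeR's filter on low counts in either. Where it was tested in females it passed the paper's threshold at 6.33 with DESeq2, 6.34 with no filter on low counts, 6.05 without CD female replicate 2, 6.28 without CD female replicate 3, 6.33 without CD female replicate 4, 6.21 without CD female replicate 5, 6.50 without CD female replicate 6, 6.62 without HFD female replicate 2 and 6.61 without HFD female replicate 6. In males it passed at 4.30 with DESeq2 and 4.13 with no filter on low counts.

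The paper describes cell proliferation as higher on HFD in the colon of males, in the transcriptome and by Ki67 staining of crypts. Only RNA of colon tissue can be set against this here, which is a different measure from stained crypt cells. Of the list of proliferation genes, 28 of 30 were lower on HFD than on CD in males, with a median log2 fold change of -0.18, and 0 passed the paper's threshold as higher. With adjusted p-values 0 passed, and the list as a set did not hold under fry (adjusted p = 0.586).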

Other observations

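The counts of splits for the adjusted thresholds and for the interaction, the permuted labels and the divided vehicle-treated animals for the overlap of HFD and E2, and the tests of the Arg1 counts were chosen only after the result was seen.

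For each comparison, the libraries were also split into groups of the same sizes at random, and 100 splits were fitted with the real one among them. For sex on CD, 3 of 100 splits gave as many genes past the unadjusted threshold as the real split and 2 gave as many past the adjusted one. Sex on HFD gave 23 such splits of 100 with the unadjusted threshold, where the other splits had a median of 279 genes and at most 1723, and 1 with the adjusted one. In females, HFD gave 16 of 100 splits with the unadjusted threshold, 12 with as many genes in one direction and 1 with the adjusted threshold. In males, HFD gave 27 of 100, with a median of 315 genes in the other splits against 434. For E2, 14 of 100 splits gave as many genes past the unadjusted threshold and 3 past the adjusted one. For the interaction of sex and diet, 30 of 100 splits gave as many. As many genes shared by the sex differences on CD and on HFD came from 1 of 100 pairs of splits, and as many shared by HFD in females and in males from 8 of 100. At the unadjusted threshold, random splits of the same animals thus often gave as many genes as sex on HFD, HFD in either sex, E2 and the interaction. For sex on CD few did, although the other splits reached up to 2057 genes and 995 past the adjusted threshold.

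Genes shared by HFD and E2 in males changed in opposite directions in 95.7% of cases, and simulated groups without any change, in which the vehicle-treated animals entered both comparisons, gave a median of 100%. After permuting the labels of the male libraries, 8 of 50 permutations gave at least as many shared genes as the real groups and 48 at least as high a share in opposite directions. When the 6 vehicle-treated males were divided so that 3 entered each comparison and none entered both, 33.9% of the shared genes, summed over the 20 possible divisions, changed in opposite directions. Over single divisions this share had a median of 41.9% (11.5% to 75%), and the median number of shared genes was 48 where 36.0 would be expected. Over all genes, the log2 fold changes with HFD and with E2 correlated by -0.486 when all 6 animals entered both comparisons. Over the divisions, this correlation had a median of 8.22e-05 (-0.154 to 0.251). Over the divisions together, opposite directions thus no longer prevailed once no animal entered both comparisons. An effect of E2 is not excluded by these divisions, because only 3 animals entered each comparison and the share without any change was not calculated for them. From the simulated and the permuted groups, the vehicle-treated animals that enter both comparisons are a candidate explanation for the opposite directions. An effect of E2 against that of HFD stays open.

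Within the groups, animals with higher scores of the positive arm of the clock had lower scores of the negative arm (r = -0.821, Spearman's rho = -0.760, 30 libraries). The permutation p within groups was 1e-05 for r and 1e-05 for rho, the smallest that 100000 permutations can give, and 2e-05 for r after adjustment over the 2 relations tested. Without the 2 libraries farthest from the median, r was -0.732. Animals that differ in circadian phase when the tissue was collected are thus a candidate explanation for differences in clock genes between animals. The paper states that the mice were sacrificed at the same time of the day, so different times of collection are not part of its design. The sample numbers, which could follow the order of collection, did not track the difference of the arms within groups (r = -0.0835, permutation p = 0.690, rho = -0.115, permutation p = 0.570, r without the 2 farthest libraries -0.129, adjusted p for r 0.690). An effect of the order of collection cannot be told apart from none by this test, because nothing shows that the numbers follow that order. An effect of sex and of diet on the clock stays open.

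Over 10 counts of Arg1 were found in 8 libraries, and 7 of these were among the 8 libraries with the highest squamous epithelium score (Fisher's exact test, p = 3.02e-05, calculated after the number was seen). Of the same libraries, 2 were among the 8 with the highest macrophage score, which argues against more macrophages in those libraries. The remaining library, replicate 1 of the CD females with 12 Arg1 counts, ranked 9 by the squamous epithelium score. Squamous epithelium and another origin of Arg1 cannot be told apart here, because a change of Arg1 in other cells of the same animals would give the same association. An effect of HFD on Arg1 in some animals stays open and was not tested.

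Scores of smooth muscle genes averaged 8.06 ± 0.21 log2 CPM (SD, n = 6) in CD females and 8.67 ± 0.31 log2 CPM (SD, n = 6) in CD males, and scores of B cell genes 2.36 ± 0.92 and 0.72 ± 1.40 log2 CPM. Of the DEGs between the sexes on CD, 118 of 439 higher and 264 of 927 lower in females remained with the smooth muscle score in the fit, and 199 and 456 with the B cell score. By camera, smooth muscle genes had a median log2 fold change of -0.62 (adjusted p = 2.92e-12) for sex on CD, -0.13 (adjusted p = 0.0283) for sex on HFD, 0.22 (adjusted p = 6.73e-05) for HFD in females and -0.29 (adjusted p = 0.000847) for HFD in males. The median of B cell genes was 1.88 (adjusted p = 8.48e-08) for sex on CD, 0.66 (adjusted p = 0.0363) for sex on HFD, -0.56 (adjusted p = 0.00572) for HFD in females and 0.85 (adjusted p = 0.00450) for E2. Squamous epithelium genes had a median of 1.91 (adjusted p = 4.88e-06) for HFD in females and 2.84 (adjusted p = 5.41e-06) for sex on HFD. With fry, the adjusted p of smooth muscle genes for sex on CD was 0.0263, and those of B cell and squamous epithelium genes were 0.183 for sex on CD and 0.286 for HFD in females.

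Of 106 tests of marker lists over the comparisons, 43 passed the adjusted threshold with camera. With fry, 9 passed: the clock arms for sex on CD and for HFD in females, fibroblast (median -0.52), goblet cell (median 0.52) and smooth muscle genes for sex on CD, plasma cell genes (median 0.54) for sex on HFD and crypt stem cell genes for HFD in males. With the correlation estimated from the data, the clock arms for HFD in females passed. Proliferation genes were lower in CD females than in CD males with a median of -0.26, an adjusted p of 0.000836 with camera and one of 0.452 with fry.

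The gene of the estrogen receptor ERα, Esr1, was higher on HFD in females, at 4.31 ± 2.57 TPM (SD, n = 6) against 2.25 ± 0.746 TPM (SD, n = 6) on CD (log2 fold change 0.75, standard error 0.29, adjusted p = 0.693), a difference past the paper's threshold and not the adjusted one. In males it changed by 0.089 on the log2 scale (adjusted p = 0.941), and the interaction of sex and diet was 0.65 (adjusted p = 0.741). Esr2, the gene of ERβ, was higher on HFD in males (log2 fold change 0.51, adjusted p = 0.727) and changed by -0.24 in females (adjusted p = 0.999), with an interaction of -0.75 (adjusted p = 0.665) that passed the paper's threshold but not the adjusted one. Gper1 had at most 31 counts in a library, and its log2 fold change with HFD was -0.26 in females (adjusted p = 0.999) and 0.53 in males (adjusted p = 0.832). Adgre1, the gene of the macrophage antigen F4/80, changed by -0.072 with HFD in females (adjusted p = 0.999), 0.017 with HFD in males (adjusted p = 0.987) and -0.16 with E2 (adjusted p = 0.784). As a set, macrophage genes rose with E2 (median 0.30, 11 of 12 genes, adjusted p = 0.00481 from camera and 0.286 from fry). They also rose with HFD in females (median 0.14, 10 of 12 genes, adjusted p = 0.0212 from camera and 0.189 from fry). With HFD in males, 11 of 12 were lower (median -0.16, adjusted p = 0.0847 from camera). Nos2 rose with HFD in females (log2 fold change 1.40, adjusted p = 0.531), on 3 to 11 counts on CD and 3 to 30 on HFD. In males it had 5 to 61 counts on CD, 7 to 28 on HFD and 0 to 12 with E2, and did not pass the filter on low counts in either comparison. Cxcl5 was lower in CD females than in CD males (log2 fold change -1.59, adjusted p = 0.127) and changed by 0.10 with HFD in males (adjusted p = 0.985).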
